# Metabolic and Transcriptomic Signatures of the Acute Psychological Stress Response in the Mouse Brain

**DOI:** 10.3390/metabo13030453

**Published:** 2023-03-20

**Authors:** Haein Lee, Jina Park, Seyun Kim

**Keywords:** stress, brain, transcriptomics, metabolomics, metabolism

## Abstract

Acute stress response triggers various physiological responses such as energy mobilization to meet metabolic demands. However, the underlying molecular changes in the brain remain largely obscure. Here, we used a brief water avoidance stress (WAS) to elicit an acute stress response in mice. By employing RNA-sequencing and metabolomics profiling, we investigated the acute stress-induced molecular changes in the mouse whole brain. The aberrant expression of 60 genes was detected in the brain tissues of WAS-exposed mice. Functional analyses showed that the aberrantly expressed genes were enriched in various processes such as superoxide metabolism. In our global metabolomic profiling, a total of 43 brain metabolites were significantly altered by acute WAS. Metabolic pathways upregulated from WAS-exposed brain tissues relative to control samples included lipolysis, eicosanoid biosynthesis, and endocannabinoid synthesis. Acute WAS also elevated the levels of branched-chain amino acids, 5-aminovalerates, 4-hydroxy-nonenal-glutathione as well as mannose, suggesting complex metabolic changes in the brain. The observed molecular events in the present study provide a valuable resource that can help us better understand how acute psychological stress impacts neural functions.

## 1. Introduction

Stress is defined as the related reactions of the body that are triggered by various environmental factors, which can be traced back to the general adaptation syndrome proposed by Selye [1,2,3]. The acute stress (AS) response promotes the chances of survival by regulating an organism’s energy resources to meet the metabolic demands [4]. When the stressor has lessened, stress must be immediately managed to avoid stress-related pathological responses [5]. Remarkably, organisms can efficiently react to stressful conditions and maintain mental health, even in response to severe stressors [6,7,8]. However, stress overload potentially disrupts physiological homeostasis, damages certain brain areas, and can develop into many mental diseases such as depression, anxiety, and post-traumatic stress disorder (PTSD) [9,10,11].

Anatomical, physiological, and behavioral studies conducted over the past few decades have provided key insights into the mechanisms underlying stress-induced changes in the brain. For example, mood disorders have been linked to the hypothalamic–pituitary–adrenal cortex (HPA) axis dysregulation caused by stress [12]. Moreover, many studies have demonstrated that increases in glucocorticoid levels can affect the morphology and function of the brain [13,14,15]. Stress-induced changes in neurotransmitters, neuropeptides, and neurotrophic factors have also been widely reported in the brain [15,16,17]. Additionally, increases in the activity and synaptic plasticity of the amygdala are considered as another important driving factor of stress-induced mood disorders [18,19,20,21,22,23].

Several studies have explored stress-mediated molecular alterations in the brain [24,25,26,27,28,29,30,31,32,33]. Some studies have demonstrated transcriptional changes at different time points after stress challenge [25,34,35,36,37,38]. Other omics-based approaches (e.g., proteomics, metabolomics) have often been adopted to explore stress-linked molecular alterations in the brain. Various stress paradigms such as chronic social defeat stress, prenatal stress, and restraint have been used to identify molecular changes in different brain regions, classically associated with anxiety and depression-related behaviors including the prefrontal cortex, hippocampus, amygdala, and nucleus accumbens [33,39,40,41,42,43,44,45,46,47,48]. However, our knowledge on the biochemical and molecular changes occurring in the brain in response to acute stress remains largely insufficient.

Here, we employed a multi-omics approach in mice to identify core differentially expressed molecules and pathways underlying acute psychological stress. The acute water avoidance assay was used to induce anxiety-related phenotypes and to identify molecular markers and related pathways. Afterward, RNA-sequencing and metabolomics analyses were respectively conducted to detect differences in the gene expression and metabolite profiles of the whole brain of stress-exposed and control mice. Intriguingly, we detected alterations in metabolites and transcriptional reprogramming, providing insights into the genetic and metabolic changes linked to the psychological responses to acute stress.

## 2. Materials and Methods

### 2.1. Animals

C57BL/6J male mice were used for the experiments (8–10-week-old; KRIBB, Cheongju, Republic of Korea). Mice were housed under specific pathogen-free conditions in a 12 h light–dark schedule, and their food and water were provided ad libitum. Animal protocols were performed in accordance with guidelines approved by the Korea Advanced Institute of Science and Technology Animal Care and Use Committee.

### 2.2. Water Avoidance Stress Procedure

The 1 h water avoidance stress (WAS) procedure consisted of placing each mouse on a small platform (3 cm width × 5 cm length × 4 cm height) in the middle of a small plastic basin (40 cm length × 40 cm width × 60 cm height) filled with warm water (22 °C) at the height level of the platform. Control group mice were placed on the same platform but in a waterless container for 1 h. All animals were sacrificed immediately after completion of the stress procedure. After removing the olfactory bulbs and cerebellum, the whole forebrain was separated into two hemispheres. Each hemisphere was subject to RNA-Seq and metabolomics analysis.

### 2.3. Total RNA Extraction and RNA-Sequencing

Total RNA was isolated using Trizol reagent (Invitrogen, Waltham, MA, USA). RNA quality was assessed with an Agilent 2100 bioanalyzer using the RNA 6000 Nano Chip (Agilent Technologies, Santa Clara, CA, USA). RNA quantification was performed using an ND-2000 Spectrophotometer (Thermo Fisher Scientific, Inc., Waltham, MA, USA). QuantSeq 3′ mRNA-Seq was performed by Ebiogen (Ebiogen, Inc., Seoul, South Korea). The library of control and test RNAs were constructed by using the QuantSeq 3′ mRNA-Seq Library Prep Kit (Lexogen GmbH, Vienna, Austria) according to the manufacturer’s instructions. In brief, each prepared 500 ng total RNA were hybridized with an oligo-dT primer containing an Illumina-compatible sequence at its 5′ end. Then, reverse transcription was performed. After degradation of the RNA template, second strand synthesis was initiated by random primers with an Illumina-compatible linker sequence at the 5′ end. The double-stranded library was purified by removing all reaction components using magnetic beads. After the library was amplified to add the complete adapter sequences required for cluster generation, it was purified from the PCR components. High-throughput sequencing was performed as single-end 75 bp sequencing using NextSeq 500 (Illumina, Inc., San Diego, CA, USA).

QuantSeq 3′ mRNA-Seq reads were aligned using Bowtie2 [49]. Bowtie2 indices were generated from genome assembly sequences or representative transcript sequences for alignment to the genome and transcriptome. The alignment file was used to assemble transcripts, estimate their abundances, and detect differential gene expression. Based on counts from unique and multiple alignments using coverage in Bedtools [50], differentially expressed genes were determined. The RC (read count) data were processed based on the quantile normalization method using EdgeR within R (R Development Core Team, 2016) using Bioconductor [51]. Gene classification was based on searches conducted by the DAVID (http://david.ncifcrf.gov/ (accessed on 17 March 2023)) and Medline databases (http://www.ncbi.nlm.nih.gov/ (accessed on 17 March 2023)). Data mining and graphic visualization were performed using ExDEGA (Ebiogen Inc., Seoul, South Korea). A cutoff was applied at a normalized gene expression (log2) of 2. Sequencing data were deposited in the NCBI GEO (accession number GSE227416).

### 2.4. Global Metabolite Profiling and Data Analysis

The sample preparation was carried out as described previously at Metabolon, Inc. (Morrisville, NC, USA) [52,53]. Briefly, samples were prepared using the automated MicroLab STAR^®^ system (Hamilton Company, Reno, NV, USA). A recovery standard was added prior to the first step in the extraction process for QC purposes. To remove protein, dissociate small molecules bound to protein or trapped in the precipitated protein matrix, and to recover chemically diverse metabolites, proteins were precipitated with methanol under vigorous shaking for 2 min (Glen Mills GenoGrinder 2000, Glen Mills, Inc., Clifton, NJ, USA) followed by centrifugation. The resulting extract was divided into five fractions: one for analysis by UPLC-MS/MS with positive ion mode electrospray ionization, one for analysis by UPLC-MS/MS with negative ion mode electrospray ionization, one for analysis by UPLC-MS/MS polar platform (negative ionization), one for analysis by GC-MS, and one sample was reserved for backup. Samples were placed briefly on a TurboVap^®^ (Zymark, Hopkinton, MA, USA) to remove the organic solvent. For LC, the samples were stored overnight under nitrogen before preparation for analysis. For GC, each sample was dried under vacuum overnight before preparation for analysis.

Several types of controls were analyzed in concert with the experimental samples: a pooled matrix sample generated by taking a small volume of each experimental sample (or alternatively, use of a pool of well-characterized human plasma) served as a technical replicate throughout the dataset; extracted water samples served as process blanks; and a cocktail of QC standards that were carefully chosen not to interfere with the measurement of endogenous compounds were spiked into every analyzed sample, allowed for instrument performance monitoring, and aided in chromatographic alignment.

Metabolomic analyses were conducted by Metabolon, Inc. using ultra-high-performance liquid chromatography/tandem mass spectrometry (UHPLC/MS/MS), as previously described [54]. The LC/MS portion of the platform was based on a Waters ACQUITY UPLC and a Thermo Scientific Q-Exactive high resolution/accurate mass spectrometer interfaced with a heated electrospray ionization (HESI-II) source and Orbitrap mass analyzer operated at a 35,000 mass resolution. The sample extract was dried then reconstituted in acidic or basic LC-compatible solvents, each of which contained eight or more injection standards at fixed concentrations to ensure injection and chromatographic consistency. One aliquot was analyzed using acidic positive ion optimized conditions and the other using basic negative ion optimized conditions in two independent injections using separate dedicated columns (Waters UPLC BEH C18-2.1 × 100 mm, 1.7 μm). Extracts reconstituted in acidic conditions were gradient eluted from a C18 column using water and methanol containing 0.1% formic acid. The basic extracts were similarly eluted from C18 using methanol and water, however, with 6.5 mM ammonium bicarbonate. The third aliquot was analyzed via negative ionization following elution from a HILIC column (Waters UPLC BEH Amide 2.1 × 150 mm, 1.7 μm) using a gradient consisting of water and acetonitrile with 10 mM ammonium formate. The MS analysis alternated between MS and data-dependent MS2 scans using dynamic exclusion, and the scan range was from 80 to 1000 *m*/*z*. The samples destined for analysis by GC-MS were dried under vacuum for a minimum of 18 h prior to being derivatized under dried nitrogen using bistrimethyl-silyltrifluoroacetamide. Derivatized samples were separated on a 5% diphenyl/95% dimethyl polysiloxane fused silica column (20 m × 0.18 mm ID; 0.18 μm film thickness) with helium as the carrier gas and a temperature ramp from 60 °C to 340 °C in a 17.5 min period. Samples were analyzed on a Thermo-Finnigan Trace DSQ fast-scanning single-quadrupole mass spectrometer using electron impact ionization (EI) and operated at unit mass resolving power. The scan range was from 50 to 750 *m*/*z*.

The informatics system was composed of the Laboratory Information Management System (LIMS), the data extraction and peak-identification software, data processing tools for QC and compound identification, and a collection of information interpretation and visualization tools for use by data analysts. Using the hardware and software of Metabolon, the extraction of raw data, the identification of peaks, and QC processing were performed. These systems were built on a web-service platform that utilizes Microsoft’s .NET technologies. Compounds were identified by comparing them to library entries of purified standards or recurrent unknown entities. Metabolon’s library is maintained based on authenticated standards that include retention time/index (RI), the mass-to-charge ratio (*m*/*z*), and chromatographic data (including MS/MS spectral data) for all molecules present in the library. Additionally, biochemical identifications were based on the retention index within a narrow RI window of the proposed identification, accurate mass match to the library +/− 10 ppm, and the MS/MS forward and reverse scores between the experimental data and authentic standards. MS/MS scoring was based on a comparison of ions present in the experimental and library spectrum. Based on one of these factors, there may be similarities between these molecules, however, the use of all three data points can be utilized to distinguish and differentiate biochemicals. More than 3300 commercially available purified standard compounds were collected and registered in LIMS for analysis on all platforms for the determination of their analytical characteristics. Additional mass spectral entries were created for structurally unnamed biochemicals, which were identified by virtue of their recurrent nature in both chromatographic and mass spectra.

Metabolon ensured the accurate and consistent identification of true chemical entities by removing those representing the system artifacts, misassignments, and background noise through QC and curation processes. For each compound, library matches were confirmed for each sample and corrected if necessary. Metabolite peaks were quantified using the area under the curve. If the measurements were conducted for more than one day, a normalization step was performed. Each compound was modified in the run-day blocks by normalizing each data point proportionally by registering the median at one (1.00). Statistical calculations were carried out by performing Welch’s two-sample *t*-test.

## 3. Results

### 3.1. Transcriptome Analysis of the Brain under Acute Stress

The water avoidance stress model was adopted to induce acute psychological stress, which strongly activates the sympathetic nervous system and the hypothalamic–pituitary–adrenal (HPA) axis. Adult male mice were subjected to water stress for 1 h at room temperature (Figure 1). To gain a deeper understanding of the molecular mechanisms occurring in the stress-exposed brain, forebrain tissues were used for RNA-Seq analyses. 

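RNA from the forebrain of 3 mice exposed to WAS for 1 h and 3 control mice was sequenced by QuantSeq 3′ mRNA-Seq, a method that reads the end of polyadenylated transcripts next to the poly(A) tail, with 1 library per mouse. The authors aligned single-end reads of 75 bp with Bowtie2 and counted unique and multiple alignments per gene, so that a read matching several gene copies could enter more than 1 of them. The deposited values were these read counts before normalization, for 23282 entries named by gene symbol, of which 44 repeat a symbol. The libraries labelled WAS held 10067053, 9248520 and 9983648 counts in replicates 1, 2 and 3, and the libraries labelled control held 10502029, 10380483 and 9977945 counts. The 45S ribosomal RNA gene Rn45s took between 4.96% and 7.32% of the counts of a library. The counts were scaled by edgeR's TMM method, with factors between 0.976 and 1.01, and tested by edgeR's quasi-likelihood test. The test covered 15239 genes with a mean log2 value of at least 2 over the 6 libraries after quantile normalization with 1 count added, which is one reading of the cutoff in the methods. The paper's text names quantile normalization for the RNA-seq data and no test. The biological coefficient of variation common to all genes was 14.0%. For a single value, an exact permutation test of 3 libraries against 3 cannot give a two-sided p below 0.1.
The sample labels and Table S1 gave opposite directions. With the groups taken from the labels, each of the 60 genes of Table S1 changed in the direction opposite to the table. Inside the deposited tables, the count column had a heading starting with WC in the 3 libraries labelled WAS and with WS in the 3 libraries labelled control, and the paper's text does not define these headings. If WC were read as control and WS as stress, the headings would give the directions of Table S1 and not those of the labels. The groups follow the labels here. Fold changes are given for the libraries labelled WAS relative to the libraries labelled control, and each direction would turn around if the labels were exchanged.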

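Of the 15239 genes tested, 1104 had an unadjusted p under 0.05 and 0 had an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the smallest adjusted p being 0.477. With the criteria of a fold change of at least 1.5 and an unadjusted p under 0.05, 380 genes were called, 277 of them higher and 103 lower in the libraries labelled WAS. For 251 of the 380 genes, the 3 libraries of one group all lay above the 3 of the other. This held for 11.7% of all the genes tested, where chance gives 10%. In 20 simulated data sets with the same genes, library sizes and dispersions but no changed gene, a median of 271 and at most 313 genes passed the same criteria. The simulated genes varied independently of each other. Of the fits that each left out one library, the one without WAS replicate 2 moved the counts most, with 825 genes past the study's criteria and 491 in place of 0 for genes past adjusted p 0.05. The other 5 such fits gave between 264 and 452 genes past the study's criteria. On quantile-normalized log2 counts tested with limma, 352 genes passed the criteria, 201 higher and 151 lower in the libraries labelled WAS. A linear model per gene on the same values, without moderation of the variances, called 190 genes, 96 higher and 94 lower.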

A total of only 60 (25 upregulated and 35 downregulated) differentially expressed genes (DEGs) were identified between the control and AS-exposed animals based on a fold change (FC) ≥1.5 for upregulation and ≤−1.5 for downregulation (Figure 2A and Supplementary Table S1). Once we had obtained a list of DEGs, GO enrichment analysis was conducted to clarify the biological functions in the mouse brain affected by acute water avoidance stress. We identified several modestly but significantly enriched GO categories including “regulation of transcription from RNA polymerase II promoter”, “negative regulation of chromatin silencing”, “superoxide anion generation”, “superoxide anion metabolism”, and “regulation of sodium ion transport” in the stress-exposed brain (Figure 2B,C). Downregulation of Nos1 (nitric oxide synthase 1, neuronal NOS) was notable since neuronal NOS catalyzes the synthesis of nitric oxide (NO), a potent neuromodulator, implying perturbed neuronal communication in response to acute WAS. 

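Nos1 was measured at 47.6 ± 7.74 CPM (TMM-scaled counts relative to the total of the library) in the libraries labelled WAS (SD, n = 3) and 30.8 ± 1.14 CPM in those labelled control (SD, n = 3). The raw counts were 516, 363 and 540 in WAS replicates 1, 2 and 3, and 312, 327 and 299 in the control replicates, so that the groups did not overlap. By the labels, Nos1 was higher in the libraries labelled WAS, with a log2 fold change of 0.63 (standard error 0.13, adjusted p = 0.477 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The unadjusted p from edgeR's test was 0.000452. Table S1 reports a fold change of 0.656 for WAS relative to control, and the deposited counts gave 0.647 for the libraries labelled control relative to those labelled WAS. With each library left out in turn, the log2 fold change stayed between 0.54 and 0.76. It was 0.58 without WAS replicate 1 and 0.54 without WAS replicate 3, both under a fold change of 1.5. Over the alternatives, the adjusted p of Nos1 ran from 0.00189 without WAS replicate 2 to 0.9997 without control replicate 2. From the lower Nos1 expression in Table S1, the paper proposes that neuronal communication was perturbed in acute WAS.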

Changes in regulatory Ncf1/p47phox and Noxo1 subunits in superoxide-generating NADPH oxidase also suggest the dysregulation of ROS metabolism under acute WAS.

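Ncf1, which encodes the p47phox subunit, was measured at 5.54 ± 1.92 CPM (SD, n = 3) in the libraries labelled WAS against 8.97 ± 0.797 CPM (SD, n = 3) in those labelled control, a log2 fold change of -0.70 (standard error 0.27, adjusted p = 0.625 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without WAS replicate 3, which held 34 counts of Ncf1 against 71 and 59 in the other libraries labelled WAS, the log2 fold change of Ncf1 was -0.44 and the gene no longer met the study's criteria. It also failed them without control replicate 1 or control replicate 2 and in the model per gene. The end of the Ncf1 transcript shares sequence with another gene, so its counts are uncertain. Noxo1 was measured at 3.42 ± 0.936 CPM (SD, n = 3) in the libraries labelled WAS against 1.64 ± 0.557 CPM (SD, n = 3) in those labelled control, a log2 fold change of 1.06 (standard error 0.39, adjusted p = 0.616 by the same test). The raw counts of Noxo1 were 38, 39 and 24 against 23, 11 and 16. It fell outside the criteria without WAS replicate 1, WAS replicate 2 or control replicate 2 and in the model per gene. The fold changes in Table S1 were 1.527 for Ncf1 and 0.597 for Noxo1. Taken as the libraries labelled control relative to those labelled WAS, the counts gave 1.62 for Ncf1 and 0.481 for Noxo1.
Of a list of 24 genes of superoxide metabolism, 17 were tested and 11 had a log2 fold change above 0, with a median of 0.068. By limma's camera test against all other genes the list had an adjusted p = 0.339 over the 21 lists tested. The study's criteria were met by 4 of its genes, Ncf1, Noxo1, Nos1 and Nqo1, of which the first 3 are in Table S1. Nqo1, with counts of 21, 18 and 22 against 9, 10 and 13, lost them in 5 of the 6 fits that each left out one library. None passed an adjusted p of 0.05 over all genes tested, 4 had an unadjusted p under 0.05, and 1 gene, Nos1, passed when adjusted over the list alone. Table S1 was drawn from these same libraries, so the last count is not independent evidence.

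**Figure D1:**
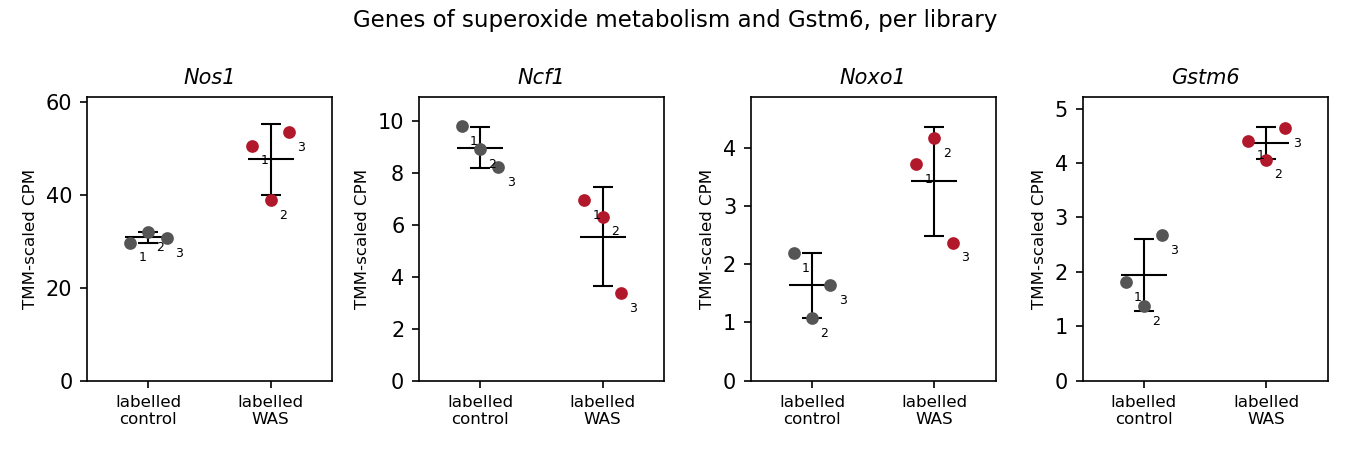
Expression of Nos1, Ncf1, Noxo1 and Gstm6 in each library, in TMM-scaled CPM on axes starting at 0. Points are libraries numbered by replicate, and bars show the mean and SD of the 3 libraries of each labelled group. Nos1 lies between 38.8 and 53.4 CPM in the libraries labelled WAS and between 29.7 and 32.0 CPM in those labelled control.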

### 3.2. Unique Alterations in a Broad Range of Metabolites in the Mouse Brain Exposed to Acute Water Avoidance Stress

To identify stress-induced metabolic changes, we next performed global untargeted metabolomics analysis and found that 43 metabolites out of the 407 identified in total were significantly different after 1 h of stress conditions (Figure 3A and Supplementary Table S2). Notably, the stress group displayed elevated levels of corticosterone, a representative stress biomarker belonging to the glucocorticoid class of steroid hormones [55], which explained the activation of the psychological stress response upon exposure to the water avoidance stress challenge (Figure 3B). Different metabolites in stressed brain samples fell into the following broad categories: lipid metabolism, endocannabinoid metabolism, amino acid metabolism, and additional miscellaneous categories.

### 3.3. Activation of Lipolysis and Eicosanoid Metabolic Pathways

When the stress group was compared to the control group, significant differences were mostly observed in lipid metabolism. Most notably, the stress group exhibited elevated levels of long-chain fatty acids and polyunsaturated fatty acids (PUFAs). In fact, 14 out of the 43 statistically significant differences between the stress and control groups involved these metabolites (Figure 4B,C). In addition to free fatty acids, lysolipids were markedly increased in the stressed brain tissues (Figure 4D). Lysolipids are formed when lipases in the cell remove fatty acid moieties from the Sn-1 or Sn-2 position of phospholipids [56]. Most of the lysolipids that were elevated in this study lacked acyl chains at the Sn-2 position and were derived from phosphatidylinositol (PI), phosphatidylserine (PS), and phosphatidylglycerol (PG). Taken together, these changes in lipid metabolites suggest that there was an increase in phospholipase A2 (PLA2) activity. PLA2 specifically cleaves fatty acids at the Sn-2 position. Unsaturated fats such as arachidonic acid are commonly found at the Sn-2 position of phospholipids. Therefore, increases in phospholipase A2 activity can result in arachidonate release and alterations in the eicosanoid signaling pathway [57]. The levels of two eicosanoid metabolites including prostaglandin F2alpha (PGF2alpha) and 15-hydroxyeicosatetraenoic acid (15-HETE) (Figure 5) were elevated in the brain of the stressed mice.

### 3.4. Acute Stress Elevates Endocannabinoid Levels in the Brain

Elevated levels of palmitoylethanolamide (PEA) and N-palmitoyl taurine were detected in the brains of the stressed animals (Figure 6). These metabolites are classified as endocannabinoids, which are lipid signaling molecules that regulate a wide range of physiological responses including mood, appetite, nociception, and memory [58]. PEA is reported to have anti-inflammatory and neuroprotective properties [59]. N-acyl taurines such as N-palmitoyl taurine are known to activate TRP receptors, which play diverse roles in processes such as mechanical transduction, osmotic regulation, and temperature sensing [60].

### 3.5. Changes in Amino Acid Metabolism

The stress-exposed group displayed elevated levels of all three branched-chain amino acids (BCAAs) including leucine, isoleucine, and valine (Figure 7). The changes in these amino acids reflect either increased protein breakdown within brain cells (e.g., neurons, glia) or increased uptake of amino acids into the brain from the bloodstream. Among other amino acid metabolites, significant increases in the lysine catabolite 5-aminovalerate were also found in stressed brain tissues (Figure 7), indicating alterations in the utilization, catabolism, or uptake of lysine.

### 3.6. Increased 4-Hydroxy-Nonenal-Glutathione Levels

Higher levels of 4-hydroxy-nonenal-glutathione were detected in the stress group (Figure 8). This metabolite is a glutathione conjugate of 4-hydroxy-2-nonenal (HNE), a major metabolite produced from the oxidation of n-6 PUFAs such as linoleic, γ-linolenic, or arachidonic acids [61]. HNE is known to react with a large number of macromolecules such as proteins, thus contributing to protein cross-linking and inducing carbonyl stress [61]. Given that 4-hydroxy-nonenal-glutathione is produced from the detoxification process, elevated 4-hydroxy-nonenal-glutathione can be interpreted as a metabolic signature of oxidative stress triggered by the acute water avoidance conditions.

### 3.7. Increased Mannose Levels

We found no apparent changes in the major metabolites from carbohydrate metabolism (e.g., glycolysis, TCA cycle, pentose phosphate pathway). The levels of other carbohydrates such as fructose, sorbitol, galactose 1-phosphate, and galactonate were similar between the control and acute stress samples. Interestingly, in contrast to the control brain, the brain tissues of the stressed mice exhibited a nearly 3-fold significant increase of mannose, but not its immediate downstream product, mannose 6-phosphate (Figure 9). This selective increase suggested that robust mannose uptake occurs in the brain during the early acute phase of psychological stress.

### 3.8. Integration Analysis of Transcriptomic and Metabolomic Data

Multiple-omics analysis profiling is a comprehensive approach that can significantly increase the strength of results, providing in-depth insights into the molecular mechanisms of biological phenomena compared to transcriptomic, proteomic, or metabolomic analyses alone [62]. Therefore, we used MetaboAnalyst 5.0 to perform the joint pathway analysis of transcriptomic and metabolomic data. The pathway analysis results with MetaboAnalyst 5.0 are shown in Supplementary Table S3. The mRNA enrichment and metabolic pathway analyses revealed significantly altered pathways at both the metabolomic and mRNA expression levels in the acute WAS-exposed mouse brain. 

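On the mRNA side, 4 gene lists for pathways of the joint analysis were compared with all other genes by limma's camera test, with adjustment over 21 lists. For the biosynthesis of unsaturated fatty acids, 29 of 36 genes were tested and the median log2 fold change was 0.043 (adjusted p = 0.867). Pecr and Acot3 met the study's criteria, and Pecr is in Table S1. Pecr was measured at 2.98 ± 0.601 CPM (SD, n = 3) in the libraries labelled WAS against 4.97 ± 0.704 CPM (SD, n = 3) in those labelled control, and it lost the criteria without WAS replicate 1 (log2 fold change -0.62), WAS replicate 3 (-0.71) or control replicate 3 (-0.62). Acot3 was at 1.25 ± 0.215 CPM (SD, n = 3) in the libraries labelled WAS against 2.76 ± 0.0177 CPM (SD, n = 3) in those labelled control. Without WAS replicate 3 the median of the biosynthesis of unsaturated fatty acids was -0.0014. For the aminoacyl-tRNA synthetases, all 37 genes were tested and the median was 0.020 (adjusted p = 0.845). Cars2 met the criteria with a log2 fold change of 0.59 (standard error 0.23), which was 0.34 without WAS replicate 1 and 0.48 without control replicate 3, both outside the criteria. The median of the aminoacyl-tRNA synthetases was -0.037 without WAS replicate 1 and -0.0053 without control replicate 3. The 62 genes of glycerophospholipid metabolism tested, of 64 listed, had a median of 0.027 (adjusted p = 0.845). Here Dgkg met the criteria with a log2 fold change of 0.63 (standard error 0.21), and its counts were 2566, 1090 and 2147 in WAS replicates 1, 2 and 3 against 1304, 1170 and 1342 in the control replicates. It lost the criteria without WAS replicate 1 (0.39), WAS replicate 3 (0.55) or control replicate 2 (0.56), and with DESeq2 and limma. Branched-chain amino acid metabolism, with 23 genes tested, had a median of 0.052 (adjusted p = 0.359). This list includes enzymes of degradation and is wider than the biosynthesis pathway that the paper names. Of the 4 lists, the first held 1 gene of Table S1 and each of the others 0. Across these lists, 0 genes passed an adjusted p of 0.05 over all genes tested and 0 when adjusted over the list alone. At an unadjusted p under 0.05, the lists held 2, 1, 5 and 2 genes in the order given.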

Particularly, the dysregulated pathways were involved in the biosynthesis of unsaturated fatty acids, aminoacyl-tRNA biosynthesis, and glycerophospholipid metabolism, among other processes (Figure 10). Valine/leucine/isoleucine biosynthesis was the most impactful pathway showing the highest impact coefficients > 0.35, indicating that BCAA metabolism was dysregulated due to acute WAS treatment.

## 4. Discussion

The stress response is a vital biological function that is crucial for increasing the host’s chances of survival by coordinating energy homeostasis and various other physiological responses. Therefore, the host organism must control its stress levels to avoid the physiological disturbances that accompany chronic stress exposure. Furthermore, excessively intense or frequent stress can impair the homeostatic stress response, leading to the development of psychiatric conditions such as depression, anxiety, and PTSD [9,10,11]. Given the profound role of the brain as the central organ for stress sensing and response as well as the regulation of systemic stress, the goal of this study was to define the major molecular changes of stress-associated genes and metabolites in an unbiased manner. Previous rodent studies have been predominantly conducted under repeated or chronic stress conditions [27,28,32,36,39,42,43,47]. However, compared to our understanding of the effects of chronic stress, the impacts of acute stress (AS) on the brain remain largely unexplored. In addition to the duration of stress, various stressors engage different neuronal populations and circuits. Forced swimming, constraint, or social defeat models are commonly employed in stress response analysis. Here, we chose to focus on the water avoidance stress (WAS) response, a well-known animal assay that mimics the psychological changes in humans in response to environmental stressors.

In this study, 60 mRNAs changed significantly in the mouse brain in response to WAS exposure including 25 mRNAs that increased and 35 that decreased. In our analysis of differentially expressed mRNAs, regulation of transcription from RNA polymerase II promoter, negative regulation of chromatin silencing, superoxide anion metabolism, and the regulation of sodium ion transport were enriched. No genes related to energy metabolism were altered. Instead, levels of metabolic genes such as glutathione S-transferase mu6, Ncf1/p47phox, and Noxo1 were affected by acute WAS, indicating oxidative stress response upon acute WAS. 

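Of 17 genes of glycolysis, 16 were tested, 8 had a log2 fold change above 0 and the median was 0.011 (adjusted p = 0.943 by camera). The median of glycolysis was negative without WAS replicate 1 (-0.017), control replicate 1 (-0.030) or control replicate 3 (-0.0099). All 22 genes of the TCA cycle were tested, with a median of 0.050 (adjusted p = 0.359). The 72 genes of oxidative phosphorylation had a median of 0.048, with 52 above 0 and an adjusted p of 0.162. On quantile-normalized log2 counts the median of oxidative phosphorylation was 0.071 (adjusted p = 0.00381). Over all its alternatives, the adjusted p of this list ran from 0.00336 to 0.685. None of the genes of the 3 lists met the study's criteria, and 1, 0 and 1 genes had an unadjusted p under 0.05. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0 genes passed over all genes tested and 0 when adjusted over the list alone. Among the most abundant genes, Aldoa was at 806 ± 38.9 CPM (SD, n = 3) in the libraries labelled WAS against 828 ± 36.7 CPM (SD, n = 3) in those labelled control and Atp5g3 at 837 ± 19.5 CPM (SD, n = 3) in the libraries labelled WAS against 766 ± 18.6 CPM (SD, n = 3) in those labelled control. The direction of Aldoa turned around on the quantile-normalized scale, where its log2 fold change was 0.014 against -0.040. The end of the Aldoa transcript shares sequence with another gene, so its counts are uncertain.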

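Gstm6, the gene of glutathione S-transferase mu 6, was measured at 4.37 ± 0.294 CPM (SD, n = 3) in the libraries labelled WAS against 1.95 ± 0.662 CPM (SD, n = 3) in those labelled control. Its log2 fold change was 1.17 (standard error 0.33, adjusted p = 0.514 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the raw counts were 45, 38 and 47 against 19, 14 and 26. The log2 fold change stayed between 0.97 and 1.45 with each library left out in turn, and Gstm6 met the study's criteria in each of the alternatives in which it was tested. On quantile-normalized log2 CPM with 1 added, a setting chosen after seeing the data, the log2 fold change was 0.85. Table S1 gives 0.55 for WAS relative to control, and the counts gave 0.446 for the libraries labelled control relative to those labelled WAS.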

Although there was no apparent change in well-known immediate early genes (e.g., c-jun, c-fos, psd95, homer), our data revealed that acute water avoidance stress regulates the expression of unique sets of genes (e.g., P2Y purinergic receptor, potassium voltage-gated channel subfamily H, member 7 (Kcnh7), neuronal NOS, IGF-BP) in pathways related to synaptic signaling and neuronal activities. 

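Jun was measured at 94.2 ± 21.6 CPM (SD, n = 3) in the libraries labelled WAS against 63.5 ± 2.88 CPM (SD, n = 3) in those labelled control, a log2 fold change of 0.57 (standard error 0.14, adjusted p = 0.496 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). This lies just under a fold change of 1.5, which Jun passed without WAS replicate 2 (log2 fold change 0.73), control replicate 1 (0.59) or control replicate 3 (0.59). With WAS replicate 2 left out, Homer1 also passed a fold change of 1.5 (-0.60). The adjusted p of Jun and Homer1 ran from 0.00142 and 0.00280 without WAS replicate 2 to 0.9997 without control replicate 2. Fos had a log2 fold change of 0.34 (standard error 0.14, adjusted p = 0.670), and its groups overlapped. Dlg4, which encodes PSD95, was at -0.10 (standard error 0.10). The Homer genes did not move together, with -0.42 for Homer1, 0.027 for Homer2 and 0.41 for Homer3 (standard errors 0.13, 0.091 and 0.13). The sign of Homer2 turned around without WAS replicate 1. The list of 30 immediate early genes included Dlg4 and the Homer genes, as the paper groups them. Of the 30, 17 were higher and 13 lower in the libraries labelled WAS. The median was 0.18, with an adjusted p = 0.161 by camera. Without WAS replicate 2, the median was 0.24 and the adjusted p 0.0101, the lowest of its alternatives, which reached 0.654 with an estimated correlation. Of these genes, 13 had an unadjusted p under 0.05, 0 passed an adjusted p of 0.05 over all genes tested, and 2 passed when adjusted over the list alone. These were Jun and Egr1, which was lower at 458 ± 32.4 CPM (SD, n = 3) in the libraries labelled WAS against 612 ± 67.4 CPM (SD, n = 3) in those labelled control. Nr4a2 alone met the study's criteria, with counts of 2901, 1338 and 2797 in WAS replicates 1, 2 and 3 against 1521, 1592 and 1450. It lost them without WAS replicate 1 (0.48) or WAS replicate 3 (0.51). A list of midbrain genes was also highest in WAS replicates 1 and 3, so a varying amount of tissue stays open for Nr4a2.
P2ry1 had a log2 fold change of 0.88 (standard error 0.25), Kcnh7 of -0.64 (standard error 0.19) and Igfbp6 of -0.81 (standard error 0.19), with adjusted p of 0.518, 0.539 and 0.477. The libraries of the groups did not overlap for any of these 3 genes. Kcnh7 fell under a fold change of 1.5 without WAS replicate 3 (-0.54) or control replicate 3 (-0.49), and P2ry1 had an unadjusted p of 0.0503 in the linear model per gene without moderation. Table S1 reports fold changes of 0.573 for P2ry1, 1.51 for Kcnh7 and 1.682 for Igfbp6, each opposite to the direction by the labels.

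**Figure D2:**
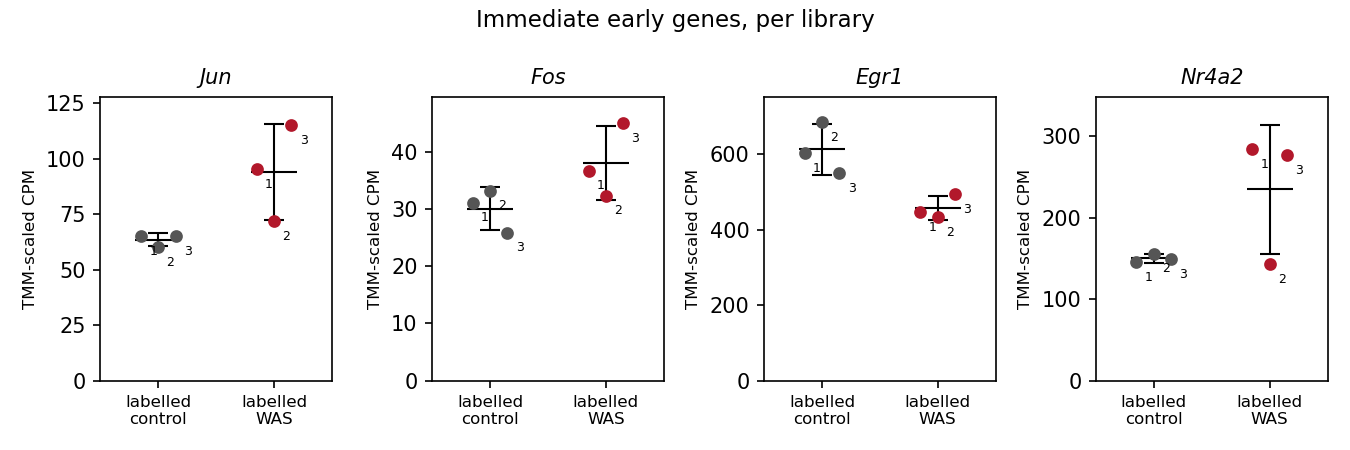
Expression of Jun, Fos, Egr1 and Nr4a2 in each library, in TMM-scaled CPM on axes starting at 0. Points are libraries numbered by replicate, and bars show the mean and SD of the 3 libraries of each labelled group. For Nr4a2, WAS replicate 2 lies at 143 CPM, beside the control libraries at 145 to 156 CPM.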

Taken together with the altered mRNA levels of Doc2b and calcium binding protein 1 (CaBP1) responsible for calcium-sensitive neuronal activities, these findings clearly suggest potent changes in neuronal communication in stressed brain tissues. 

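The counts of Doc2b, which encodes a calcium sensor of vesicle release, were 191, 163 and 186 in the libraries labelled WAS and 133, 94 and 126 in those labelled control. The log2 fold change was 0.65 (standard error 0.17, adjusted p = 0.498 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 0.51 without control replicate 2, which is under a fold change of 1.5. Cabp1 was measured at 109.8 ± 23.9 CPM (SD, n = 3) in the libraries labelled WAS against 167 ± 6.51 CPM (SD, n = 3) in those labelled control, a log2 fold change of -0.61 (standard error 0.13, adjusted p = 0.477). It fell under a fold change of 1.5 without WAS replicate 1 (-0.55), WAS replicate 3 (-0.49) or control replicate 3 (-0.58). Table S1 reports fold changes of 0.658 for Doc2b and 1.522 for Cabp1, and the counts gave 0.638 and 1.52 for the libraries labelled control relative to those labelled WAS.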

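Hist1h1e, a linker histone gene whose transcript end shares sequence with another gene, had counts of 59, 39 and 42 in WAS replicates 1, 2 and 3 against 111, 87 and 100 in the control replicates. Its log2 fold change was -1.05 (standard error 0.22, adjusted p = 0.477 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and stayed between -1.23 and -0.97 with each library left out in turn. Npas1 had counts of 58, 39 and 34 against 26, 23 and 11 and a log2 fold change of 1.16 (standard error 0.37, adjusted p = 0.550). For Npas1 the unadjusted p was 0.0547 in the linear model per gene without moderation. Hist1h1e met the study's criteria in each of the alternative analyses. In Table S1 the fold changes are 1.895 for Hist1h1e and 0.547 for Npas1, both opposite to the direction by the labels.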

Acute WAS also made a robust impact on genes responsible for brain development and morphogenesis (e.g., Satb2, Hist1h1e, Npas1), suggesting the contribution of acute WAS to the accompanied neural defects.

In our analyses, the most striking molecular changes observed in the stress-exposed brain tissues were marked increases in the levels of n-3 and n-6 PUFAs (e.g., linolenate, eicosapentaenoate, and docosapentaenoate) as well as long-chain fatty acids such as palmitoleate and eicosenoate. No changes in the short and medium chain fatty acids were found between the control and stress groups. Furthermore, we found that lysophospholipids lacked acyl chains at the Sn-2 position, which constituted another major change in fatty acid metabolism. These findings strongly suggest that acute WAS conditions trigger the selective activation of PLA2 in the brain. PLA2 is a diverse group of enzymes including secretory PLA2 (sPLA2), cytosolic PLA2 (cPLA2), and calcium-independent PLA2 (iPLA2). In addition to neurotrophic and excitatory signals (e.g., glutamate), inflammatory cytokines are known to activate PLA2 and produce free fatty acids and lysophospholipids [63]. Particularly, the released arachidonic acid is metabolized into bioactive eicosanoids (prostaglandins, leukotrienes, thromboxanes), and lysophospholipids are converted into platelet-activating factors. As expected, the levels of PGF2alpha and 15-HETE were increased in the AS-exposed brain samples. These lipid mediators play critical roles in the initiation, maintenance, and modulation of inflammation and oxidative stress in the brain [64]. It should also be noted that lysophospholipids also act as potent bioactive signaling molecules by binding to their cognate receptors to mediate various cellular activation (e.g., proliferation, migration) and inflammation [56,65]. Another important outcome of PLA2 activation is the accumulation of reactive fatty acid metabolites, which lead to the generation of 4-hydroxy-2-nonenol (HNE). Elevated levels of 4-hydroxy-nonenal-glutathione were also found in the brains of the AS-exposed mice. Collectively, these metabolic signature profiles indicate that acute water avoidance stress stimulates PLA2 and the subsequent release of bioactive lipids (e.g., eicosanoids), which in turn triggers a wide range of signaling events (e.g., neuroinflammation), membrane structural damages, free radical generation, and cellular injury in the brain. Furthermore, there were no differences in the expression levels of PLA2 and other genes (e.g., lipoxygenase, cyclooxygenase) between the stressed and control groups, indicating that these metabolite changes are independent of the transcriptional regulation of the main catalytic enzymes. 

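Of 41 genes of phospholipases A2, lipoxygenases, cyclooxygenases and the prostaglandin synthases downstream of them, 28 were tested. The log2 fold changes ran from -0.33 for Pla2g6 to 1.01 for Pla2g4c, with 18 above 0 and a median of 0.12 (adjusted p = 0.370 by camera). Without WAS replicate 2 the median of the PLA2, lipoxygenase and cyclooxygenase list was -0.047. No gene met the study's criteria and 1 had an unadjusted p under 0.05. An adjusted p of 0.05 was passed by 0 genes over all genes tested and by 0 when adjusted over the list alone. Pla2g6 was at 12.5 ± 3.01 CPM (SD, n = 3) in the libraries labelled WAS and 15.7 ± 2.38 CPM (SD, n = 3) in those labelled control. Pla2g4c was under 1 CPM in both groups, and its change had a large error (standard error 0.74). Its unadjusted p was 0.200 by edgeR's quasi-likelihood test. The gene under the unadjusted threshold was Ptgds, a prostaglandin D synthase and the most abundant of the list, at 2048 ± 475 CPM (SD, n = 3) in the libraries labelled WAS against 1476 ± 236 CPM (SD, n = 3) in those labelled control and a log2 fold change of 0.47 (standard error 0.16, adjusted p = 0.585 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ptgds passed a fold change of 1.5 without WAS replicate 2 (0.65), and its adjusted p ran from 0.00472 there to 0.9997 without control replicate 2.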

Similar to our findings, a previous study also reported PLA2 hyperactivation in the rat brain after four weeks of chronic unpredictable stress [66].

Endocannabinoid (eCB) signaling has been interpreted as a gatekeeper against stress and anxiety due to its modulatory role in the behavioral responses to environmental cues [58,67]. Under resting conditions, the eCB anandamide (N-arachidonoylethanolamine; AEA) appears to inhibit the activation of the brain (e.g., amygdala) and the hypothalamic–pituitary–adrenal axis. Glucocorticoid hormones secreted during stress start triggering an array of physiological adaptive events. Endocannabinoid signaling further sends feedback signals to modulate the activity of the hypothalamic–pituitary–adrenal (HPA) axis, which governs the secretion of glucocorticoids [68]. Exposure to acute stress has been known to rapidly reduce or elevate eCB in different brain regions in response to an array of psychological stressors. For example, in response to stressful stimuli, the amygdala shows dynamic changes in eCB levels, resulting in rapid AEA declines by increasing the activity of fatty acid amide hydrolase (FAAH), an AEA-hydrolyzing enzyme [69]. Many other studies have suggested that stress increases 2-arachidonoyl glycerol (2-AG) signaling [70,71]. Elevated levels of the two eCBs, palmitoyl ethanolamide (PEA) and N-palmitoyl taurine, were detected in the AS-exposed brain in our study, thus confirming the well-known cortisol-mediated neuronal activity induced by 1 h of acute WAS stimulation. These data suggest that hyperactive PLA2 metabolism and increased PUFAs (e.g., palmitate) are metabolically connected and contribute to the synthesis and activity of cortisol during the acute stress response.

Unexpectedly, energy and glucose metabolism such as glycolysis, TCA cycle, and oxidative phosphorylation remained unchanged in the brain after 1 h of acute WAS stimulation. The only unique and substantial result from carbohydrate metabolites is the nearly 3-fold increase in mannose levels but no other carbohydrates (e.g., fructose, sorbitol, galactose 1-phosphate, galactonate). Mannose, a C-2 epimer of glucose, is the major monosaccharide component of N-glycans and is internalized into mammalian cells via membrane glucose transporters. Upon its uptake into the cells, D-mannose is phosphorylated by hexokinase and produces mannose-6-phosphate (M6P), which can be directed into the glycolysis or glycosylation pathway. 

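The list named glucose transporters held 16 genes of the Slc2a and Slc5a families, not all of which carry mainly glucose. Of these, 11 passed the cutoff on expression and 8 had at least 10 counts in every library. Slc2a1 held between 869 and 1047 counts per library and Slc2a3 between 700 and 878. Slc2a13 followed with a median of 587 counts, and Slc2a12 with 219. Slc2a7 had 0 counts in each library, and Slc2a2 at most 2. Slc2a1 was at 92.9 ± 7.16 CPM (SD, n = 3) in the libraries labelled WAS against 96.1 ± 5.82 CPM (SD, n = 3) in those labelled control, a log2 fold change of -0.049 (standard error 0.093, adjusted p = 0.958 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with the sign turned around without WAS replicate 1. Slc2a3 was at 82.2 ± 3.99 CPM (SD, n = 3) in the libraries labelled WAS against 73.0 ± 2.85 CPM (SD, n = 3) in those labelled control, a log2 fold change of 0.17 (standard error 0.086, adjusted p = 0.718). The 11 genes had a median log2 fold change of 0.072 (adjusted p = 0.845 by camera), which was -0.026 on quantile-normalized log2 counts and -0.073 without WAS replicate 2. The study's criteria were met by 0 genes, and 0 had an unadjusted p under 0.05. The adjusted counts were 0 over all genes tested and 0 when adjusted over the list alone.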

M6P metabolite levels were not altered by AS and our RNA-Seq analyses did not detect the expression of glucose transporter genes, suggesting that the marked increase in mannose levels observed in our study was likely caused by an increased uptake from the peripheral tissues. A previous study demonstrated that plasma concentrations of mannose were positively correlated with insulin resistance, and this effect was independent of the body mass index (BMI) [72]. Indeed, an elevated plasma mannose level is considered as a risk indicator for several metabolic diseases such as type 2 diabetes (T2D) and cardiovascular disease [73]. Therefore, future studies should investigate whether mannose levels can be used as biomarkers for other stress conditions, in addition to characterizing the physiological effects of mannose metabolism in the initiation, progress, and resolution of the stress response.

Finally, we identified several other metabolic changes (e.g., increased branched-chain amino acids (BCAA) and 5-aminovalerate) in the AS-exposed brain samples. BCAAs are key nitrogen donors in the glutamate/glutamine cycle. Within the central nervous system (CNS), glutamate, which is formed via BCAA transamination, is an excitatory neurotransmitter and substrate for the synthesis of the major inhibitory neurotransmitter GABA [74]. Current theories on the role of BCAAs in the brain are consistent with the involvement of glutamatergic and/or GABAergic systems in the etiology of neurological disorders. Fluctuations in BCAA levels significantly influence CNS function, particularly the balance between excitation and inhibition. BCAA metabolism contributes to the synthesis of new glutamate when this amino acid becomes depleted in the neurons in response to oxidative stress, and therefore, this process plays a crucial role in brain function homeostasis [75]. The levels of BCAA, leucine, isoleucine, and Val are decreased in patients suffering from psychiatric disorders such as major depressive disorder, immune-related major depression, and bipolar disorder [76,77,78]. BCAA levels are also elevated in the hippocampus after antidepressant treatment [79]. Furthermore, 5-aminovaleric acid, which is endogenously synthesized or derived from the metabolism of lysine by gut microbiota, is also known to act as a methylene homolog of gamma-aminobutyric acid (GABA) and functions as a weak GABA agonist [80]. Recently, 5-aminovaleric acid was identified in the plasma and brain tissues of Alzheimer’s disease patients [81]. It is currently unclear whether 5-aminovaleric acid could play a role in the stress response, presumably through synaptic modulation.

Our transcriptomic analyses identified a molecular profile that likely represents a short-term change in neural signaling and ROS metabolism. Overall, these gene expression changes demonstrate the weak relationship between the mRNA and metabolite levels. In turn, these findings suggest that there is increased regulation at an intermediate step between molecular events and metabolic reactions. As recently reported by von Ziegler et al. [33], the waves of increased and decreased transcriptional events upon acute WAS stimulation should be further investigated to fully understand the mechanisms through which the brain perceives acute stress and elicits homeostatic responses over time.

In conclusion, our study provides a detailed characterization of the molecular changes that occur in response to acute stress. Specifically, our study explored how a brief 1-h episode of water avoidance stress affected the transcription and metabolic profile of the brain in response to acute stress. Future studies will need to investigate region-specific changes using various omics technology platforms such as epigenomics and proteomics. Single-cell data with a higher temporal resolution will also be required to identify reliable stress biomarkers and gain insights into whether such molecular dysregulations could be associated with stress-related psychiatric disorders.

## Figures and Tables

**Figure 1:**
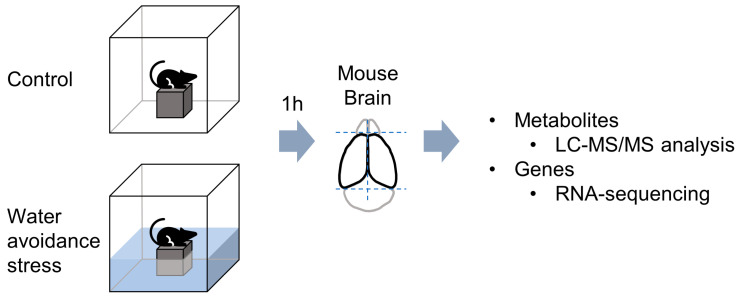
Scheme of acute water avoidance stress (WAS) exposure; brain tissue samples were examined at 1 h after WAS by untargeted metabolomics (*n* = 6) and bulk RNA-sequencing analysis (*n* = 3).

**Figure 2:**
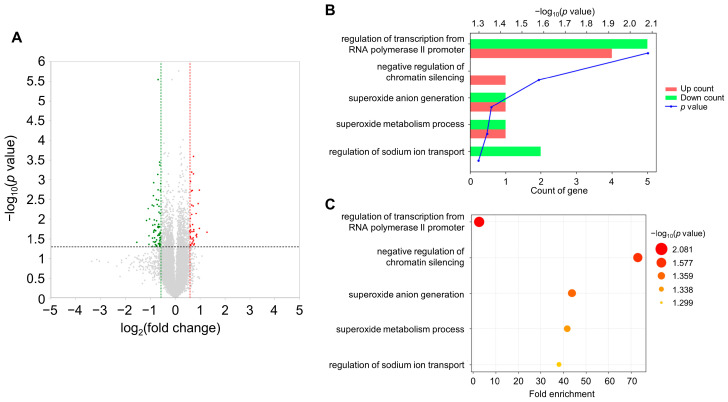
Effects of acute WAS on the transcriptome of the mouse whole brain. (**A**) Volcano plot of the differentially expressed genes between the water-stressed group and control group. The green dots indicate genes that reduced 1.5-fold below, and the red dots indicate genes that increased 1.5-fold above. The vertical dotted lines showed 1.5-fold changes. The dotted black-line shows the *p* value cutoff (*p* = 0.050) with points above the line having *p* < 0.050 and points below the line having *p* > 0.050. (**B**,**C**) Gene Ontology (GO) enrichment analysis of the differentially expressed genes (DEGs) between the water-stressed and control groups. GO categories of the biological process are shown to the left of the charts. (**B**) Count of upregulated (red bars) and downregulated (green bars) genes were represented. The blue line of the graphs means −log_10_(*p* value). (**C**) The *x*-axis represents the fold enrichment of the GO terms. The color and the size of the bubbles depend on the *p* value.

**Figure 3:**
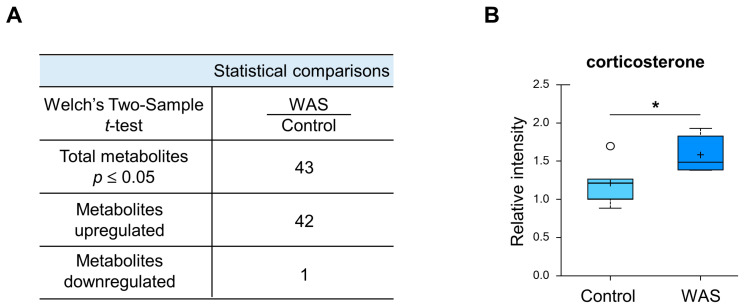
Overview on altered metabolites and directional changes. (**A**) Number of significantly altered biochemicals in the brain samples. (**B**) Box plot for corticosterone. The boxes outline the second and third quartile (middle 50%) of the data for each sample type. The error bars on the graph represent 1.5 × IQR (interquartile range for that metabolite within the sample type. * *p* < 0.05 (Welch’s two-tailed *t*-test).

**Figure 4:**
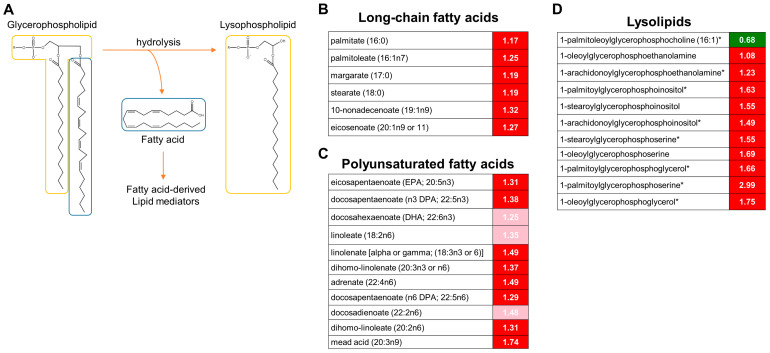
Accumulation of long-chain fatty acids and polyunsaturated fatty acids by acute WAS. (**A**) Scheme of the PLA2-dependent lipolysis. Measurements of brain content of long-chain fatty acids (**B**), PUFAs (**C**), and lysolipids (**D**). Significantly different values determined by Welch’s two-tailed *t*-test (*p* < 0.05). Green color indicates significant difference (*p* ≤ 0.05) between the groups shown, metabolite ratio of < 1.00, Red indicates significant difference (*p* ≤ 0.05) between the groups shown; metabolite ratio of ≥ 1.00, Light Red indicates narrowly missed statistical cutoff for significance 0.05 < *p* < 0.10, metabolite ratio of ≥ 1.00. * Indicates compounds that have not been officially confirmed based on a standard, but identified by virtue of their recurrent chromatographic and spectral nature.

**Figure 5:**
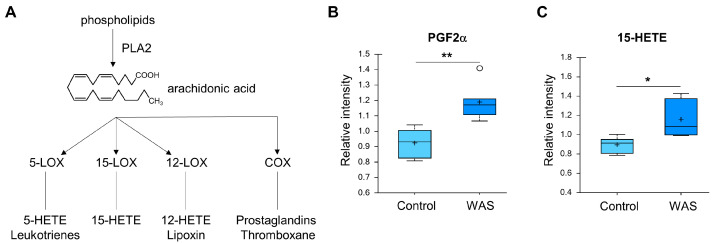
Effects of acute WAS on eicosanoids. (**A**) Eicosanoid metabolism. Measurements of brain content of PGF2alpha (**B**) and 15-HETE (**C**). * *p* < 0.05, ** *p* < 0.01 (Welch’s two-tailed *t*-test).

**Figure 6:**
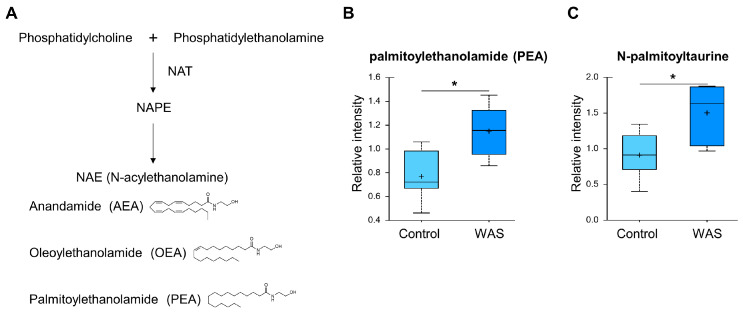
Effects of acute WAS on the endocannabinoid levels. (**A**) Endocannabinoid metabolism. Measurements of brain content of palmitoylethanolamide (**B**) and N-palmitoyl taurine long-chain fatty acids (**C**). * *p* < 0.05 (Welch’s two-tailed *t*-test).

**Figure 7:**
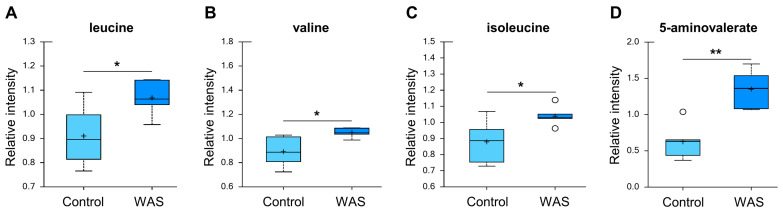
Effects of acute WAS on branched amino acids and lysine metabolism. Measurements of the brain content of branched amino acids (**A**–**C**) and 5-aminovalerate (**D**). * *p* < 0.05, ** *p* < 0.01 (Welch’s two-tailed *t*-test).

**Figure 8:**
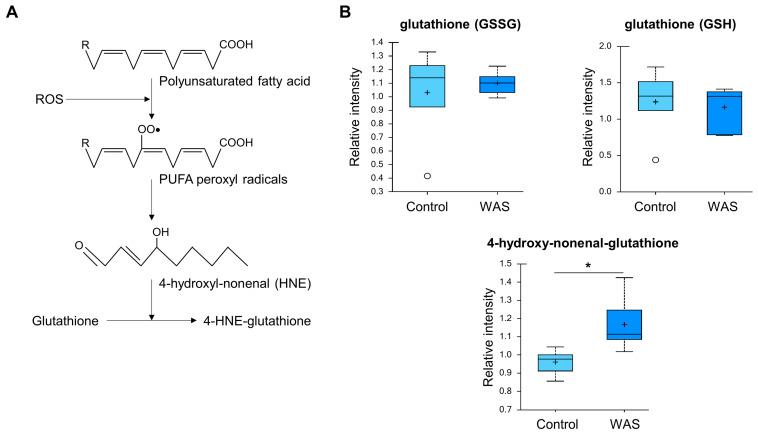
Increased 4-hydroxy-nonenal-glutathione levels by acute WAS. (**A**) Scheme of 4-hydroxy-nonenal-glutathione synthesis. Measurements of brain content of 4-hydroxy-nonenal-glutathione (**B**). * *p* < 0.05 (Welch’s two-tailed *t*-test).

**Figure 9:**
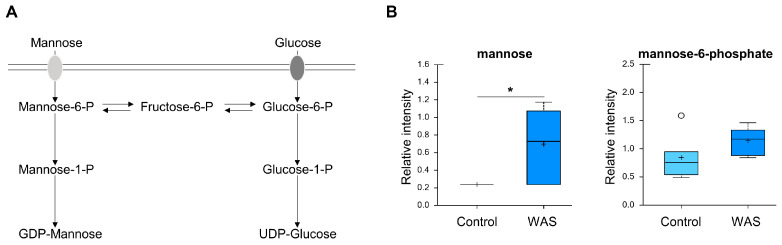
Effects of acute WAS on mannose levels. (**A**) Mannose metabolism. Measurements of brain content of mannose (**B**). * *p* < 0.05 (Welch’s two-tailed *t*-test).

**Figure 10:**
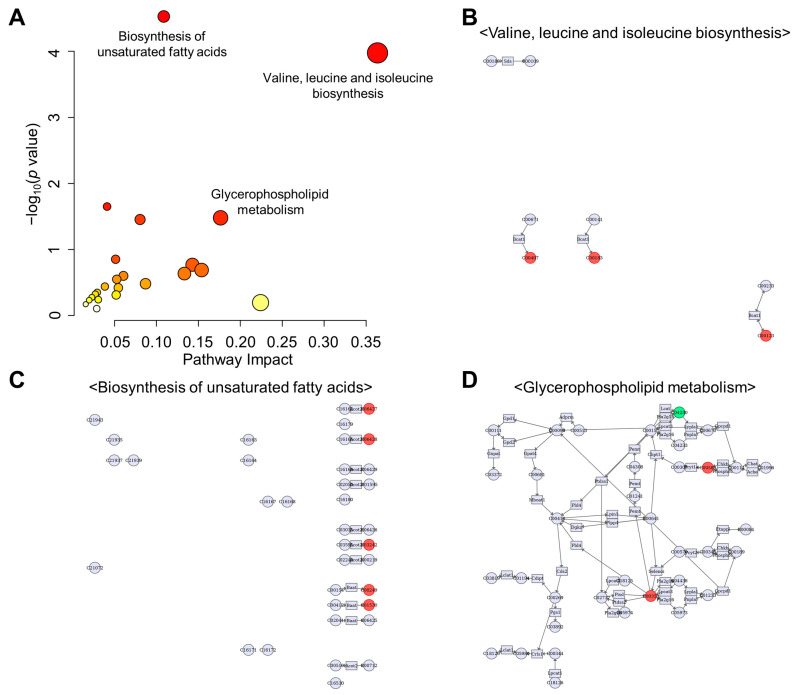
Results of the joint-pathway analysis. (**A**) The pathways were shown as a scatter plot from integrating transcriptomics and targeted metabolomics data using MetaboAnalyst 5.0. Pathway impact scores, which summarize normalized topology measures of perturbed genes/metabolites in each pathway is shown on the *x*-axis. −log_10_(*p* value) of the enrichment analysis results is shown on the *y*-axis. The sizes of the data points are correlated with pathway impact scores, and the color gradients correspond to the enrichment analysis results. Pathways were annotated by numbering when the *p* values calculated from the enrichment analysis were ≤0.05. (**B**–**D**) Annotated KEGG pathways. Genes: rectangles, compounds: circles, matching nodes are negative: green, positive: red, based on log(fold change).

## Data Availability

Data available in a publicly accessible repository.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/metabo13030453/s1, Table S1: List of 60 DEGs in water avoidance stress (WAS) versus the control; Table S2: List of significantly altered brain metabolites in acute WAS versus the control; Table S3: Summary of joint pathway integration analysis of transcriptomic and metabolomic data with Metaboanalyst 5.0.

# Supplementary material for: Metabolic and Transcriptomic Signatures of the Acute Psychological Stress Response in the Mouse Brain
**Source:** Metabolites. 2023 Mar 20;13(3):453. doi: 10.3390/metabo13030453
**Supplement:** Supplementary file 1

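All 60 genes of Table S1 were found among the genes tested, with the entry Dkk1l matched to the symbol Dkkl1 by its description. By the sample labels, the 35 genes lower in Table S1 were higher in the libraries labelled WAS and the 25 genes higher in the table were lower. All 60 had an unadjusted p under 0.05 and a fold change of at least 1.5 in edgeR's test. Across these genes, which are not independent replicates, the log2 fold changes by the labels and those of Table S1 had a Pearson r of -0.995 and a Spearman rho of -0.975. The slope was -1.23, so that the changes from the edgeR fit were larger in size than those of the table. With the groups exchanged, the root mean square difference from the table was 0.21 on the log2 scale, and 0.042 on quantile-normalized log2 CPM with 1 added, a scale chosen after seeing the data. The adjusted p of the 60 genes lay between 0.477 and 0.639 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Adjusted over the list alone, all 60 genes passed 0.05, and as the study chose the list on these libraries this count is not independent evidence. The largest changes in the table were Igsf1, with a fold change of 0.343, and Gm10635, with 2.413. Igsf1 was at 11.1 ± 3.71 CPM (SD, n = 3) in the libraries labelled WAS against 3.14 ± 2.62 CPM (SD, n = 3) in those labelled control, a log2 fold change of 1.83 (standard error 0.48). Gm10635 was at 1.70 ± 1.40 CPM (SD, n = 3) in the libraries labelled WAS against 5.49 ± 1.15 CPM (SD, n = 3) in those labelled control, a log2 fold change of -1.71 (standard error 0.46), and WAS replicate 2 held 31 of its counts against 9 in each of the other libraries labelled WAS.

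**Figure D3:**
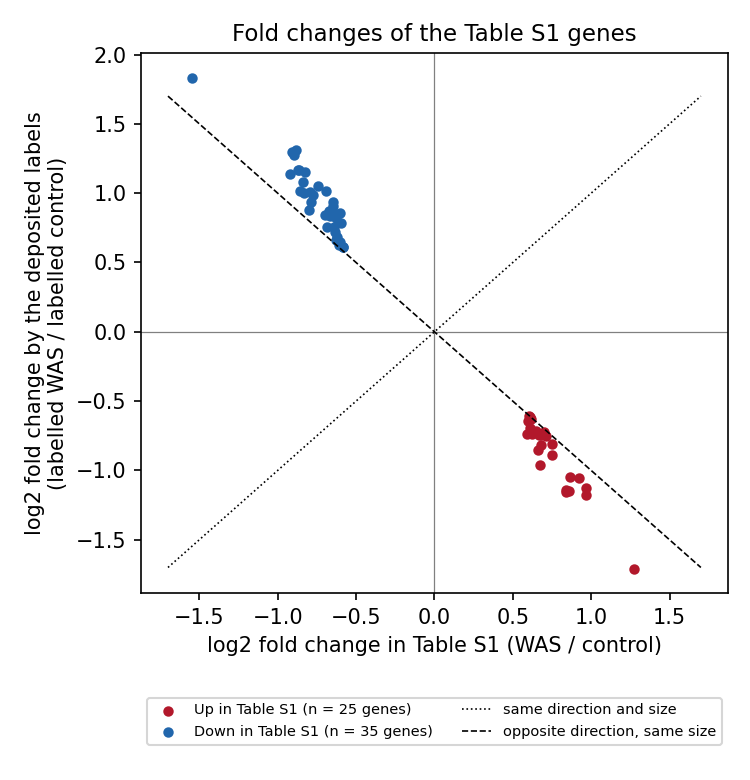
Log2 fold change of the 60 genes in Table S1 on the x axis and by the deposited labels (labelled WAS relative to labelled control) on the y axis, 1 point per gene, coloured by the direction in the table. The dashed line marks opposite direction at equal size. The genes lie near it with a steeper slope of -1.23 (r = -0.995), and 0 lie on the side of the dotted line of the same direction.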

**Table S1.** List of 60 DEGs in water avoidance stress (WAS) versus the control.

| Gene Symbol   | Description                                                             | Fold Change<br>(Water Stress/Control) | <i>p</i> Value | Regulation |
|---------------|-------------------------------------------------------------------------|---------------------------------------|----------------|------------|
| Satb2         | special AT-rich sequence binding protein 2                              | 1.621                                 | 0.014          | Up         |
| Pecr          | peroxisomal trans-2-enoyl-CoA reductase                                 | 1.503                                 | 0.020          | Up         |
| Dnajb3        | DnaJ heat shock protein family (Hsp40) member B3                        | 0.619                                 | 0.015          | Down       |
| Serpinb8      | serine (or cysteine) peptidase inhibitor, clade B, member 8             | 1.824                                 | 0.024          | Up         |
| C130074G19Rik | RIKEN cDNA C130074G19 gene                                              | 1.638                                 | 0.038          | Up         |
| Gucd1         | guanylyl cyclase domain containing 1                                    | 1.540                                 | 0.001          | Up         |
| Smtn          | smoothelin                                                              | 0.640                                 | 0.043          | Down       |
| Emid1         | EMI domain containing 1                                                 | 1.789                                 | 0.007          | Up         |
| Doc2b         | double C2, beta                                                         | 0.658                                 | 0.007          | Down       |
| Grb7          | growth factor receptor bound protein 7                                  | 0.627                                 | 0.043          | Down       |
| Hist1h1e      | histone cluster 1, H1e                                                  | 1.895                                 | 0.004          | Up         |
| A830009L08Rik | RIKEN cDNA A830009L08 gene                                              | 1.957                                 | 0.002          | Up         |
| Smim4         | small integral membrane protein 4                                       | 0.666                                 | 0.001          | Down       |
| Atad2         | ATPase family, AAA domain containing 2                                  | 1.585                                 | 0.001          | Up         |
| Igfbp6        | insulin-like growth factor binding protein 6                            | 1.682                                 | 0.019          | Up         |
| Serpind1      | serine (or cysteine) peptidase inhibitor, clade D, member 1             | 0.638                                 | 0.007          | Down       |
| Zfp960        | zinc finger protein 960                                                 | 1.581                                 | 0.008          | Up         |
| Noxo1         | NADPH oxidase organizer 1                                               | 0.597                                 | 0.047          | Down       |
| Epb4.1l4a     | erythrocyte membrane protein band 4.1 like 4a                           | 0.529                                 | 0.004          | Down       |
| Blnk          | B cell linker                                                           | 1.682                                 | 0.021          | Up         |
| Kcnh7         | potassium voltage-gated channel, subfamily H (eag-related), member 7    | 1.510                                 | 0.047          | Up         |
| Adam33        | a disintegrin and metallopeptidase domain 33                            | 1.604                                 | 0.032          | Up         |
| Ovol2         | ovo like zinc finger 2                                                  | 1.604                                 | 0.043          | Up         |
| Pxmp4         | peroxisomal membrane protein 4                                          | 0.647                                 | 0.000          | Down       |
| Nkain4        | Na <sup>+</sup> /K <sup>+</sup> transporting ATPase interacting 4       | 0.621                                 | 0.002          | Down       |
| P2ry1         | purinergic receptor P2Y, G-protein coupled 1                            | 0.573                                 | 0.038          | Down       |
| Paqr6         | progesterone and adipoQ receptor family member VI                       | 0.637                                 | 0.005          | Down       |
| Slc22a15      | solute carrier family 22 (organic anion /cation transporter), member 15 | 0.631                                 | 0.016          | Down       |
| Fam212b       | family with sequence similarity 212, member B                           | 1.525                                 | 0.010          | Up         |
| Gstm6         | glutathione S-transferase, mu 6                                         | 0.550                                 | 0.005          | Down       |

|               |                                                                    |       |       |      |
|---------------|--------------------------------------------------------------------|-------|-------|------|
| Arsj          | arylsulfatase J                                                    | 0.563 | 0.030 | Down |
| Tacr3         | tachykinin receptor 3                                              | 0.532 | 0.050 | Down |
| Adamtsl1      | ADAMTS-like 1                                                      | 0.651 | 0.030 | Down |
| Ttc39aos1     | Ttc39a opposite strand RNA 1                                       | 0.562 | 0.019 | Down |
| Mycl          | v-myc avian myelocytomatosis viral oncogene lung carcinoma derived | 0.644 | 0.049 | Down |
| Zbtb8a        | zinc finger and BTB domain containing 8a                           | 1.956 | 0.017 | Up   |
| Kit           | kit oncogene                                                       | 0.648 | 0.036 | Down |
| Arhgap24      | Rho GTPase activating protein 24                                   | 0.579 | 0.037 | Down |
| Cabp1         | calcium binding protein 1                                          | 1.522 | 0.015 | Up   |
| Nos1          | nitric oxide synthase 1, neuronal                                  | 0.656 | 0.021 | Down |
| Ncf1          | neutrophil cytosolic factor 1                                      | 1.527 | 0.045 | Up   |
| Arhgap25      | Rho GTPase activating protein 25                                   | 1.568 | 0.002 | Up   |
| Fancd2        | Fanconi anemia, complementation group D2                           | 1.598 | 0.021 | Up   |
| Zfand4        | zinc finger, AN1-type domain 4                                     | 0.638 | 0.025 | Down |
| C1ra          | complement component 1, r subcomponent A                           | 1.787 | 0.026 | Up   |
| Npas1         | neuronal PAS domain protein 1                                      | 0.547 | 0.038 | Down |
| Zfp658        | zinc finger protein 658                                            | 0.662 | 0.002 | Down |
| Dkk1l         | dickkopf-like 1                                                    | 1.533 | 0.030 | Up   |
| Cemip         | cell migration inducing protein, hyaluronan binding                | 1.816 | 0.028 | Up   |
| B4galnt4      | beta-1,4-N-acetyl-galactosaminyl transferase 4                     | 0.658 | 0.023 | Down |
| Gm10635       | predicted gene 10635                                               | 2.413 | 0.022 | Up   |
| Zfp105        | zinc finger protein 105                                            | 0.537 | 0.014 | Down |
| Jade3         | jade family PHD finger 3                                           | 0.585 | 0.049 | Down |
| Igsf1         | immunoglobulin superfamily, member 1                               | 0.343 | 0.039 | Down |
| Ccdc160       | coiled-coil domain containing 160                                  | 0.560 | 0.010 | Down |
| Heph          | hephaestin                                                         | 0.551 | 0.022 | Down |
| Mum1l1        | melanoma associated antigen (mutated) 1-like 1                     | 0.615 | 0.001 | Down |
| Usp51         | ubiquitin specific protease 51                                     | 0.576 | 0.045 | Down |
| 2210013O21Rik | RIKEN cDNA 2210013O21 gene                                         | 0.666 | 0.029 | Down |
| Adgrg2        | adhesion G protein-coupled receptor G2                             | 0.543 | 0.003 | Down |

Abbreviations: DEG, differentially expressed gene.

**Table S2.** List of significantly altered brain metabolites in acute WAS versus the control.

| Super Pathway | Sub Pathway                                | Biochemical Name                            | Fold Change | p Value | Platform    |
|---------------|--------------------------------------------|---------------------------------------------|-------------|---------|-------------|
| Amino Acid    | Lysine Metabolism                          | 5-aminovalerate                             | 2.16        | 0.0015  | LC/MS pos   |
|               | Phenylalanine and Tyrosine Metabolism      | homovanillate (HVA)                         | 1.17        | 0.0319  | LC/MS neg   |
|               | Leucine, Isoleucine and Valine Metabolism  | leucine                                     | 1.17        | 0.0341  | LC/MS pos   |
|               |                                            | isoleucine                                  | 1.18        | 0.0339  | LC/MS pos   |
|               |                                            | ethylmalonate                               | 1.29        | 0.0136  | LC/MS polar |
|               |                                            | valine                                      | 1.18        | 0.0286  | LC/MS pos   |
| Carbohydrate  | Glutathione Metabolism                     | 4-hydroxy-nonenal-glutathione               | 1.21        | 0.0105  | LC/MS neg   |
|               | Pentose Phosphate Pathway                  | sedoheptulose-7-phosphate                   | 1.19        | 0.0323  | LC/MS neg   |
|               | Fructose, Mannose and Galactose Metabolism | mannose                                     | 2.94        | 0.0297  | LC/MS polar |
| Lipid         | Long Chain Fatty Acid                      | palmitate (16:0)                            | 1.17        | 0.0165  | LC/MS neg   |
|               |                                            | palmitoleate (16:1n7)                       | 1.25        | 0.0409  | LC/MS neg   |
|               |                                            | margarate (17:0)                            | 1.19        | 0.0132  | LC/MS neg   |
|               |                                            | stearate (18:0)                             | 1.19        | 0.0369  | LC/MS neg   |
|               |                                            | 10-nonadecenoate (19:1n9)                   | 1.32        | 0.0425  | LC/MS neg   |
|               |                                            | eicosenoate (20:1n9 or 11)                  | 1.27        | 0.0491  | LC/MS neg   |
|               | Polyunsaturated Fatty Acid (n3 and n6)     | eicosapentaenoate (EPA; 20:5n3)             | 1.31        | 0.0252  | LC/MS neg   |
|               |                                            | docosapentaenoate (n3 DPA; 22:5n3)          | 1.38        | 0.0347  | LC/MS neg   |
|               |                                            | linolenate [alpha or gamma; (18:3n3 or 6)]  | 1.49        | 0.0449  | LC/MS neg   |
|               |                                            | dihomo-linolenate (20:3n3 or n6)            | 1.37        | 0.0021  | LC/MS neg   |
|               |                                            | adrenate (22:4n6)                           | 1.49        | 0.0246  | LC/MS neg   |
|               |                                            | docosapentaenoate (n6 DPA; 22:5n6)          | 1.29        | 0.0238  | LC/MS neg   |
|               |                                            | dihomo-linoleate (20:2n6)                   | 1.31        | 0.0328  | LC/MS neg   |
|               |                                            | mead acid (20:3n9)                          | 1.74        | 0.0063  | LC/MS neg   |
|               | Eicosanoid                                 | prostaglandin F2alpha                       | 1.29        | 0.0014  | LC/MS neg   |
|               |                                            | 15-HETE                                     | 1.29        | 0.011   | LC/MS neg   |
|               | Endocannabinoid                            | palmitoyl ethanolamide                      | 1.49        | 0.0196  | LC/MS neg   |
|               |                                            | N-palmitoyltaurine                          | 1.65        | 0.0333  | LC/MS neg   |
|               | Phospholipid Metabolism                    | choline phosphate                           | 1.06        | 0.0407  | LC/MS pos   |
|               | Lysolipid                                  | 1-palmitoleoylglycerophosphocholine (16:1)* | 0.68        | 0.0215  | LC/MS pos   |
|               |                                            | 1-oleoylglycerophosphoethanolamine          | 1.08        | 0.01    | LC/MS polar |
|               |                                            | 1-arachidonoylglycerophosphoethanolamine*   | 1.23        | 0.0485  | LC/MS neg   |
|               |                                            | 1-palmitoylglycerophosphoinositol*          | 1.63        | 0.0013  | LC/MS neg   |
|               |                                            | 1-stearoylglycerophosphoinositol            | 1.55        | 0.0014  | LC/MS neg   |
|               |                                            | 1-arachidonoylglycerophosphoinositol*       | 1.49        | 0.0136  | LC/MS neg   |

|             |                                            |                                       |      |        |           |
|-------------|--------------------------------------------|---------------------------------------|------|--------|-----------|
|             |                                            | 1-stearoylglycerophosphoserine*       | 1.55 | 0.0008 | LC/MS neg |
|             |                                            | 1-oleoylglycerophosphoserine          | 1.69 | 0.0005 | LC/MS neg |
|             |                                            | 1-palmitoylglycerophosphoglycerol*    | 1.66 | 0.0154 | LC/MS neg |
|             |                                            | 1-palmitoylglycerophosphoserine*      | 2.99 | 0.0016 | LC/MS neg |
|             |                                            | 1-oleoylglycerophosphoglycerol*       | 1.75 | 0.0193 | LC/MS neg |
|             | Steroid                                    | corticosterone                        | 1.3  | 0.0332 | LC/MS pos |
| Nucleotide  | Purine Metabolism, Guanine containing      | N2,N2-dimethylguanosine               | 1.58 | 0.0297 | LC/MS pos |
|             | Pyrimidine Metabolism, Cytidine containing | cytidine                              | 1.17 | 0.0411 | LC/MS pos |
| Xenobiotics | Food Component/Plant                       | methyl glucopyranoside (alpha + beta) | 1.5  | 0.047  | LC/MS pos |

**Table S3.** Summary of joint pathway integration analysis of transcriptomic and metabolomic data with Metaboanalyst 5.0.

| Pathway Name                                           | Total | Expected | Hits | Raw <i>p</i> | −log <sub>10</sub> ( <i>p</i> Value) | Holm Adjust | FDR       | Impact   |
|--------------------------------------------------------|-------|----------|------|--------------|--------------------------------------|-------------|-----------|----------|
| Biosynthesis of unsaturated fatty acids                | 47    | 0.39413  | 5    | 2.97E-05     | 4.5266                               | 0.0024982   | 0.0024982 | 0.1087   |
| Valine, leucine and isoleucine biosynthesis            | 12    | 0.10063  | 3    | 1.06E-04     | 3.9754                               | 0.0087834   | 0.0044446 | 0.36364  |
| Aminoacyl-tRNA biosynthesis                            | 74    | 0.62055  | 3    | 0.022368     | 1.6504                               | 1           | 0.59028   | 0.041096 |
| Glycerophospholipid metabolism                         | 86    | 0.72117  | 3    | 0.03312      | 1.4799                               | 1           | 0.59028   | 0.17647  |
| Valine, leucine and isoleucine degradation             | 88    | 0.73795  | 3    | 0.035136     | 1.4542                               | 1           | 0.59028   | 0.08046  |
| Arachidonic acid metabolism                            | 79    | 0.66247  | 2    | 0.14032      | 0.85287                              | 1           | 1         | 0.051282 |
| alpha-Linolenic acid metabolism                        | 22    | 0.18449  | 1    | 0.1698       | 0.77006                              | 1           | 1         | 0.14286  |
| Arginine biosynthesis                                  | 27    | 0.22642  | 1    | 0.20437      | 0.68958                              | 1           | 1         | 0.15385  |
| Glycosylphosphatidylinositol (GPI)-anchor biosynthesis | 31    | 0.25996  | 1    | 0.23104      | 0.63631                              | 1           | 1         | 0.13333  |
| Pantothenate and CoA biosynthesis                      | 34    | 0.28512  | 1    | 0.25048      | 0.60122                              | 1           | 1         | 0.060606 |
| Drug metabolism - cytochrome P450                      | 39    | 0.32704  | 1    | 0.28185      | 0.54998                              | 1           | 1         | 0.052632 |
| Pentose phosphate pathway                              | 47    | 0.39413  | 1    | 0.32946      | 0.48219                              | 1           | 1         | 0.086957 |
| Porphyrin and chlorophyll metabolism                   | 53    | 0.44444  | 1    | 0.36319      | 0.43987                              | 1           | 1         | 0.038462 |
| Glutathione metabolism                                 | 56    | 0.4696   | 1    | 0.37944      | 0.42086                              | 1           | 1         | 0.054545 |
| Drug metabolism - other enzymes                        | 69    | 0.57862  | 1    | 0.44542      | 0.35123                              | 1           | 1         | 0.029412 |
| Fatty acid elongation                                  | 75    | 0.62893  | 1    | 0.47357      | 0.32462                              | 1           | 1         | 0.027027 |
| Arginine and proline metabolism                        | 78    | 0.65409  | 1    | 0.48713      | 0.31236                              | 1           | 1         | 0.051948 |
| Tyrosine metabolism                                    | 88    | 0.73795  | 1    | 0.52998      | 0.27574                              | 1           | 1         | 0.022989 |
| Pyrimidine metabolism                                  | 99    | 0.83019  | 1    | 0.57317      | 0.24171                              | 1           | 1         | 0.030612 |
| Fatty acid degradation                                 | 102   | 0.85535  | 1    | 0.58428      | 0.23338                              | 1           | 1         | 0.019802 |
| Metabolism of xenobiotics by cytochrome P450           | 117   | 0.98113  | 1    | 0.63583      | 0.19666                              | 1           | 1         | 0.22414  |
| Fatty acid biosynthesis                                | 129   | 1.0818   | 1    | 0.67264      | 0.17222                              | 1           | 1         | 0.015625 |
| Steroid hormone biosynthesis                           | 175   | 1.4675   | 1    | 0.78357      | 0.10592                              | 1           | 1         | 0.028736 |

How the deposited data were processed for this re-analysis (not part of the article)

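Forebrain RNA of 3 mice labelled as exposed to WAS for 1 h and 3 mice labelled as control was analysed, 1 library per mouse. The metabolomics data were not analysed here. The authors made the deposited read counts by QuantSeq 3′ mRNA-Seq with single-end reads of 75 bp, alignment with Bowtie2 and counting of unique and multiple alignments per gene with Bedtools. The paper's text names no genome build or annotation. The authors' quantile normalization is not in the deposited counts, which are whole numbers with a different total in each library. Because multiple alignments were counted, genes with near-identical copies can share reads, and such genes are marked as uncertain.

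The deposited tables hold 23282 entries named by gene symbol. The 44 entries that repeat a symbol were kept as separate features. Total counts lay between 9248520 and 10067053 in the libraries labelled WAS (median 9983648) and between 9977945 and 10502029 in the libraries labelled control (median 10380483). The reads carry no molecular identifiers in these counts, so the counting error understates the technical error. Groups were taken from the sample labels. They give directions opposite to Table S1, and directions are therefore written for the libraries labelled WAS or control. The counts of Lrrc17 and Akap5 were nearly equal in every library, and these genes are not reported as separate results.

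Counts were scaled with TMM and tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, without a term for the replicate number, on the 15239 genes with a mean of log2(quantile-normalized count + 1) of at least 2. This is one reading of the paper's cutoff. Adjusted p-values are by Benjamini and Hochberg over the genes tested. The study's criteria were an unadjusted p under 0.05 and a fold change of at least 1.5. Expression is given as CPM after TMM scaling, with the SD over 3 libraries. Standard errors of log2 fold changes are the log2 fold change divided by the square root of the F value. The prior count for log2 CPM was 2. Groups at or under 3 counts in each library were treated as at the floor. On simulated counts for 15239 genes with 200 genes changed by 1 on the log2 scale, the test found 82% of the changed genes at the study's criteria, with 300 unchanged genes called beside them, and 62% at an adjusted p of 0.05, with 9 unchanged genes called.

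The tests, the alternatives and 21 lists of genes, for statements of the paper and as checks of tissue and of glucocorticoid response, were chosen before the data were examined, apart from those named below. The lists were tested with camera of limma 3.58.1 at an inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over the 21 lists, and with fry and with an estimated correlation as alternatives. Lists of midbrain and hindbrain genes were added after some midbrain genes had been noticed, before the counts of the listed genes were read. The alternatives for each result were total-count scaling, DESeq2 1.42.0, edgeR's exact test, quantile-normalized log2 counts with limma or with a linear model per gene, 3 other filters on low counts, the replicate number as a block, and each library left out. The alternatives on quantile-normalized log2 CPM and with GC-corrected offsets were chosen after seeing the data. The GC content came from the last 500 bases of the longest GENCODE M21 transcript of each symbol, found for 99.1% of the genes tested, and older symbols were matched through synonyms in a RefSeq gene table. Shared sequence was counted where these 500 bases had a stretch of 50 bases in common with a transcript of another gene. Because the deposited tables give gene symbols and the paper's text names no genome build, no coordinates are given.

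The genes named are those the paper names for the RNA-seq data, the largest changes of Table S1 in each direction, the 5 genes with the smallest p (as 0 genes passed the adjusted threshold), and from each list the 2 most abundant genes and those meeting the study's criteria. Other genes named, such as Pla2g6, Pla2g4c, Slc2a13, Slc2a12, Aldh1a1 and Slc18a2, were chosen after their values were seen. Not every gene that the rule gives is reported here. Enrichment of gene ontology terms was not repeated here.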

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

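The tests of midbrain and hindbrain genes, GC content and total-count scaling were set before their outcomes were seen, and the test of shared sequence was chosen afterwards, after a first comparison of count profiles had found 0 genes and proved void, since its limit lay under the counting noise. The limit by which the outcomes for total-count scaling and GC content are read as deciding nothing, a width of 0.1 on the log2 scale between the 5th and 95th percentile of the changes, was set later, when the change with total-count scaling was known. The genes in this part are outside Table S1 and the paper's text. They met the study's criteria and were fitted at 8-fold or more, and were chosen by this rule after the data were examined.

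These 8 genes gave counts above the level in the libraries labelled control. En1 held 124, 1 and 157 counts in WAS replicates 1, 2 and 3 and 0 counts in each library labelled control, which makes it at least 31.3-fold higher on average over the 3 libraries. Slc6a3 held 107, 0 and 100 counts against 0, 3 and 3, at least 23.0-fold higher. B230323A14Rik held 29, 3 and 16 counts against 0, 2 and 2, at least 5.35-fold higher, and Barhl2 held 4, 10 and 22 against 3, 0 and 0, at least 4.10-fold higher. Glra1 held 559, 37 and 440 counts against 45, 18 and 35, Shox2 held 1159, 133 and 732 against 119, 17 and 65, Lhx1os held 61, 0 and 45 against 7, 0 and 5, and Gata3 held 160, 0 and 143 against 26, 9 and 1. The adjusted p of the 8 genes lay between 0.477 and 0.585 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Apart from Barhl2, the counts were high in WAS replicates 1 and 3 and not in WAS replicate 2, which has the same label.

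For the 380 genes meeting the study's criteria, the tables argue against sequence shared with another gene as the main source, since it was found at the transcript end of 8.75% of them, against 10.1% of all genes tested. Library size and GC content stay open. With total-count scaling 92.9% of the genes still met the criteria, but the log2 fold changes of nearly all genes moved alike (by 0.035 at the 5th and 0.039 at the 95th percentile), so that this decides nothing. With GC-corrected offsets 95.5% did, but the correction moved most genes little (by -0.012 at the 5th and 0.0099 at the 95th percentile). On quantile-normalized log2 counts with limma, where the log2 fold changes moved by -0.18 at the 5th and 0.048 at the 95th percentile, 75.3% of the 380 genes still met the criteria, and 57.1% of the 352 genes that met them were higher in the libraries labelled WAS, against 72.9% of the 380. A candidate explanation for the 8 genes apart from Barhl2 is a varying amount of midbrain tissue in the dissected forebrain. Barhl2 held more counts in WAS replicate 2 than in WAS replicate 1. In a list of 19 midbrain genes, of which 9 passed the cutoff and 7 lay above 3 counts in every library, the libraries with the highest values were WAS replicates 1 and 3 for 6 of the 9 genes, where chance gives 0.60 if the genes are independent. The list's most abundant gene, Aldh1a1, held 427, 201 and 413 counts in the libraries labelled WAS against 257, 203 and 173, and Slc18a2 held 119, 96 and 275 against 108, 102 and 103. Hindbrain tissue stays open. Of 20 hindbrain genes, 0 lay above 3 counts in WAS replicates 1 and 3 alone, and 1 passed the cutoff. This gene, Phox2a, held 222, 302 and 235 counts in WAS replicates 1, 2 and 3 against 354, 279 and 253. Phox2a was lowest in WAS replicates 1 and 3, opposite to the pattern, but 1 gene does not decide. The counts of the other hindbrain genes are too low to decide. Hoxb3 held 8 counts and Hoxa2 held 4 in WAS replicate 3, with at most 1 in another library. Hoxb4 and Hoxb8 were not highest there. The test asked for genes high in both WAS replicates 1 and 3. It could not see hindbrain tissue in WAS replicate 3 alone. A list of 12 thalamus markers was also highest in WAS replicates 1 and 3, so the pattern is not particular to midbrain genes. Tissue from regions other than midbrain and hindbrain was not tested as a source of these 8 genes. A response to WAS that differs between mice was not tested.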

How the results depend on the processing

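The settings on quantile-normalized log2 CPM and with GC-corrected offsets were chosen after seeing the data. Where a value moved, the cause was not tested.

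The number of Table S1 genes in the direction of the table was 0 in each setting, among the 60 genes or the 59 and 44 that passed the stricter filters. The correlation with Table S1 log2 fold changes was -0.995, ran from -0.988 to -0.980 across the 6 fits that each left out one library, and was -0.999 on quantile-normalized log2 CPM with 1 library or more at the cutoff and -0.999 with the mean at the cutoff. On the last scale 36 of the 44 Table S1 genes tested met the study's criteria. Leaving out one library each left from 44 to 56 of the 60 genes.

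No gene passed an adjusted p of 0.05, and 1104 had an unadjusted p under 0.05. For genes past adjusted p 0.05, DESeq2 gave 31, with no adjusted p for 8568 of the genes, and edgeR's exact test 30. Across the 6 fits that each left out one library, the count ran from 0 to 491, the 491 being without WAS replicate 2. The number of genes past the study's criteria was 380 and lay between 284 and 481 with total-count scaling, DESeq2, the exact test, limma on quantile-normalized log2 counts, GC-corrected offsets and the other filters. The model per gene on quantile-normalized log2 counts gave 190 genes, 96 of them higher. On quantile-normalized log2 CPM it gave 72 genes (39 higher, 33 lower) with 1 library or more at the cutoff and 50 (26 higher, 24 lower) with the mean at the cutoff. A fold change of at least 1.2 gave 932 genes and one of at least 2 gave 184. Leaving out one library each gave from 264 to 825 genes, from 185 to 462 higher and from 79 to 363 lower, with the highest of each without WAS replicate 2. Of the 380 genes, 286 were shared with DESeq2, 286 with limma on quantile-normalized log2 counts, 136 with the model per gene and 315 with the fit without WAS replicate 2. Between 190 and 266 were shared with the other fits that left out a library.

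Same-numbered libraries of the groups deviated together with correlations of 0.0662, 0.0846 and 0.0873, so the numbers were not taken to pair the mice. With the replicate number as a block, 49 genes passed an adjusted p of 0.05. In the block fit the median of the glucose transporters was -0.050, that of the blood cell markers 0.33 (adjusted p = 0.0246), and Ttr was at 0.015.

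Cortex markers (median -0.30), striatum markers (-0.51) and thalamus markers (0.74) passed an adjusted p of 0.05 with camera at the preset correlation. With fry and with an estimated correlation the medians were the same, and none of the 3 lists passed after adjustment. Of the other lists, none passed with fry or the estimated correlation. Oxidative phosphorylation passed on quantile-normalized log2 counts (0.071) and log2 CPM (0.070). With total-count scaling the log2 fold changes of nearly all genes rose alike, by a median of 0.037. The list then passed at 0.085, and Jun at 0.61 and Cabp1 at -0.57 crossed a fold change of 1.5, but these moves have the size of the common rise and say nothing about these genes in particular. The blood cell markers passed on the same quantile-normalized scales (0.38 and 0.38), with filterByExpr (0.36) and with at least 10 counts in every library (0.36). The immediate early genes passed on log2 CPM (0.19), and the pituitary markers with no filter (3.98), which adds genes near 0 counts. Only 2 pituitary markers passed the cutoff, Pomc and Lhb, and Lhb held at most 8 counts in a library. Some fits without one library tested fewer than 2 of them and gave no camera p. The median of the glucose transporters turned negative on quantile-normalized log2 counts (-0.026) and log2 CPM (-0.026), with filterByExpr (-0.047) and with at least 10 counts in every library (-0.082). That of the choroid plexus markers did so with at least 10 counts in every library (-0.026), with no filter (-0.0021) and with GC-corrected offsets (-0.0060).

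Across the 6 fits that each left out one library, list medians ran from -0.030 to 0.047 for glycolysis, from -0.037 to 0.039 for the aminoacyl-tRNA synthetases, from -0.42 to 0.53 for the choroid plexus markers (past an adjusted p of 0.05 without WAS replicate 1 at 0.46 and, with the sign turned around, without control replicate 2 at -0.33), from -2.11 to -0.069 for the striatum markers (closest to 0 without WAS replicate 1, where the list no longer passed an adjusted p of 0.05, and farthest without WAS replicate 2), from 0.090 to 0.25 for the immediate early genes, from -0.047 to 0.14 for the PLA2, lipoxygenase and cyclooxygenase list, from -0.073 to 0.13 for the glucose transporters, from -0.11 to 0.91 for the hypothalamus markers (past an adjusted p of 0.05 without control replicate 3), from 0.12 to 0.47 for the blood cell markers (past an adjusted p of 0.05 without WAS replicate 2 or control replicate 2), from -0.0014 to 0.087 for the biosynthesis of unsaturated fatty acids, from 0.48 to 1.24 for the pituitary markers (past an adjusted p of 0.05 without WAS replicate 3) and from -0.021 to 0.16 for the oligodendrocyte markers.

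Of 76 genes named, 61 kept their direction in each setting, and the others had log2 fold changes near 0 or large errors. In the fits without one library, values ran from -0.029 to 0.10 for Homer2, from -0.10 to 0.0066 for Slc2a1, from -0.047 to 0.033 for Cox6a1, from -0.011 to 0.15 for Auh, from -0.0029 to 0.11 for Nars, from -0.070 to 0.19 for Sars, from -0.052 to 0.15 for Gpd2, from -0.65 to 0.53 for Ttr, from -0.29 to 0.14 for Enpp2, from -0.25 to 0.021 for Calb1, from -0.029 to 0.032 for Sst, from -0.29 to 0.54 for Cartpt, from -0.16 to 0.73 for Lhb and from -0.0074 to 0.15 for Mbp. With the common rise under total-count scaling, Cox6a1 was at 0.032 and Sst at 0.030. On quantile-normalized log2 counts and log2 CPM, Aldoa was at 0.014 and 0.014, Cox6a1 at 0.054 and 0.054, Sst at 0.031 and 0.031, and Ttr at 0.53 and 0.51. Lhb was at -0.22 on quantile-normalized log2 counts, and Cox6a1 at 0.016 with GC-corrected offsets. The transcript ends of Aldoa and Cox6a1 share sequence with another gene, so their values are uncertain. Over all settings and named genes, 91 values no longer met the study's criteria and 23 came to meet them.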

Differences from the paper's values

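The number of differentially expressed genes was 380 with the study's criteria, against the paper's 60. Taken in the direction of Table S1, that is for the libraries labelled control relative to those labelled WAS, 103 genes were higher against the paper's 25, and 277 were lower against the paper's 35. None of the alternatives set before the data were examined closed the gap, and the lowest was a fold change of at least 2, with 184 genes, followed by the model per gene on quantile-normalized log2 counts, with 190. Settings chosen after seeing the values of Table S1 came within 1.5 times of each count. On quantile-normalized log2 CPM with 1 added, the model per gene called 72 genes where 1 library or more reached the cutoff (33 higher and 39 lower in the direction of Table S1), 51 of them in Table S1, and 50 genes where the mean reached the cutoff (24 higher and 26 lower), 36 of them in Table S1.

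The fold changes of the 14 Table S1 genes named here lay within 1.5 times of the paper's once the groups were exchanged. Among the alternatives set before the data were examined, 3 values lay outside this range by more than the spread between libraries. In the direction of Table S1, Gm10635 was at 6.13 without WAS replicate 2 against the paper's 2.413, Igsf1 at 0.152 without control replicate 3 against the paper's 0.343, and Gstm6 at 0.365 without control replicate 3 against the paper's 0.55. Gm10635 lay outside it within the spread at 3.86 on quantile-normalized log2 counts and 3.64 without control replicate 3. On quantile-normalized log2 CPM with 1 added, a scale chosen after seeing the values, the log2 fold change by the labels was 0.85 for Gstm6 and 0.71 for Noxo1, against -0.86 and -0.74 from the paper's fold changes. By the labels each of the 14 genes has the opposite direction. The paper states that Nos1 was lower in the exposed mice, and by the labels it was higher (log2 fold change 0.63).

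The paper states that expression of glucose transporter genes was not detected by RNA-Seq, if read as absence. Slc2a1 held between 869 and 1047 counts per library and Slc2a3 between 700 and 878. The log2 fold change was -0.049 for Slc2a1 and 0.17 for Slc2a3, and 0 genes of the list met the study's criteria. The paper states that c-jun, c-fos, psd95 and homer showed no apparent change. Jun did not meet the study's criteria, but did without WAS replicate 2, control replicate 1 or control replicate 3. Homer1 met them without WAS replicate 2.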

Other observations

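The tests of exchanged names, of glucocorticoid targets and of choroid plexus, and the numbers of splits for the 380 genes and for the adjusted p, were chosen after these results were seen.

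The directions of Table S1 are opposite to the sample labels. The correlation of the log2 fold changes across the 60 genes was -0.995, with 0 genes in the direction of the table, which is consistent with group names exchanged between the deposit and Table S1. The counts do not show on which side. The headings WC and WS inside the deposited tables, if read as control and stress, a reading the paper does not give, would give the directions of Table S1. A list of 22 glucocorticoid targets tested did not separate the groups (median 0.067, a camera p of 0.324 before adjustment and 0.487 after), with 14 genes higher and 8 lower in the libraries labelled WAS. Its most abundant genes moved apart, with a log2 fold change of 0.21 for Mt1 and -0.27 for Klf9, so the stressed group cannot be told apart from the control group by this list.

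With 3 libraries against 3 there are 10 splits of the 6 libraries. Of these, 3 gave at least 380 genes by the study's criteria, and the largest count, 549, came from WAS replicates 1 and 3 with control replicate 3 against the rest. For the adjusted p, 10 of the 10 splits gave as many genes as the real one, which gave 0 (1104 at an unadjusted p under 0.05), an outcome that the count of 0 fixes and that says nothing about the groups. For the genes of Table S1, which the study chose on the real split, 1 of the 10 gave as many, the real one. As small a p by camera was given by 1 of the 10 splits for the cortex markers, 4 of 10 for the striatum markers and 1 of 10 for the thalamus markers. A share under 0.1 is not possible with this design.

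Lists of genes typical of brain regions differed between the groups by camera at the preset correlation. All 14 cortex markers, of which 1 is in Table S1, were lower in the libraries labelled WAS (adjusted p = 5.88e-07), as were all 11 striatum markers tested (adjusted p = 0.000563), and all 12 thalamus markers were higher (adjusted p = 9.23e-06). The striatum list lay at -2.30, 1.29 and -0.96 on the log2 scale from its mean in WAS replicates 1, 2 and 3 and at 0.42, 0.73 and 0.82 in the control replicates. The thalamus list lay at 0.70, -0.22 and 0.73 against -0.34, -0.70 and -0.18, and the cortex list at -0.16, -0.07 and -0.28 against 0.18, 0.28 and 0.05. The most abundant striatum gene after Foxp1, Ppp1r1b, held 404, 5569 and 1162 counts against 2890, 3984 and 4121, and Tcf7l2 of the thalamus list held 2357, 388 and 1729 against 384, 214 and 383. The adjusted p of the other check lists was 0.359 for the cerebellum, 0.370 for the hypothalamus, 0.370 for the pituitary, 0.0872 for blood cells, 0.489 for oligodendrocytes and 0.506 for the choroid plexus.

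The amount of midbrain tissue may also bear on the genes meeting the study's criteria. Within the groups, 80.2% of 359 such genes outside the lists moved with the midbrain genes in the direction of their group difference, which 4 of the 36 rearrangements of the midbrain values within the groups reached. For 55 genes of Table S1 the share was 74.5%, reached by 4 of 36. The midbrain values did not follow the labels throughout. They were 0.54, -0.75 and 1.17 on the log2 scale from the mean in WAS replicates 1, 2 and 3 and -0.063, -0.63 and -0.27 in the control replicates, so that WAS replicate 2 was the lowest. The groups did not overlap for 251 of the 380 genes, against 11.7% of all genes tested and 10% by chance, with WAS replicate 2 on the side of its label, but genes that meet the study's criteria are picked for such a separation. A further test was therefore added after these values were seen and before its own outcome was. Genes meeting the criteria were picked from WAS replicates 1 and 3 against 2 control libraries, and WAS replicate 2 was compared with the control library left out. In the direction of the pick, its median log2 difference was -0.094 against control replicate 1 (787 genes), 0.051 against control replicate 2 (668 genes) and -0.12 against control replicate 3 (918 genes), where the picked libraries themselves differed by 0.95, 0.97 and 0.93. For genes picked without it, WAS replicate 2 thus lay near the control libraries, as its midbrain value does. The midbrain was not the only region that varied. The thalamus list also set WAS replicate 2 (-0.22) apart from WAS replicates 1 and 3 (0.70 and 0.73). In the striatum list the difference was larger (1.29 against -2.30 and -0.96). Whether thalamus, striatum or cortex content bears on the genes meeting the criteria was not tested. The comparison of WAS replicate 2 rests on 1 library. Midbrain or other tissue content, other differences of WAS replicate 2 from its group, and the labelled condition stay open for these genes.

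Genes of the choroid plexus were low in WAS replicate 1 and control replicate 2. Ttr held 364, 10626 and 8874 counts in WAS replicates 1, 2 and 3 and 12599, 114 and 9085 in the control replicates. For 13 of the 16 genes of the choroid plexus list, these were the lowest 2 libraries, and 11 of the 16 lay above 3 counts in every library. The pair of libraries was picked from the counts of these genes, so this describes the pattern and the explanation is left open. No biological explanation was tested.

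The 5 genes with the smallest p were Il11ra2, Gm2002, Unc13c, Gm13306 and Efna5. None reached a fold change of 1.5, and their adjusted p was 0.477 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Il11ra2, Gm2002 and Gm13306 had log2 fold changes of -0.53, -0.57 and -0.56 and nearly parallel counts, and sequence shared with other genes was found for Il11ra2 and Gm13306, and the annotation held no transcript of Gm2002, so they are uncertain as separate results. Unc13c was at 95.8 ± 9.60 CPM (SD, n = 3) in the libraries labelled WAS against 66.1 ± 4.35 CPM (SD, n = 3) in those labelled control, and Efna5 at 68.8 ± 2.01 CPM (SD, n = 3) in the libraries labelled WAS against 93.5 ± 5.60 CPM (SD, n = 3) in those labelled control.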
